# Endothelial deletion of *Wt1* disrupts coronary angiogenesis and myocardium development

**DOI:** 10.1242/dev.201147

**Published:** 2023-03-27

**Authors:** Marina Ramiro-Pareta, Claudia Müller-Sánchez, Rosa Portella-Fortuny, Carolina Soler-Botija, Alejo Torres-Cano, Anna Esteve-Codina, Antoni Bayés-Genís, Manuel Reina, Francesc X. Soriano, Eloi Montanez, Ofelia M. Martínez-Estrada

**Keywords:** WT1, Heart development, Coronary endothelial cells, Blood vessel formation, Angiogenesis

## Abstract

*Wt1* encodes a zinc finger protein that is crucial for epicardium development. Although WT1 is also expressed in coronary endothelial cells (ECs), the abnormal heart development observed in *Wt1* knockout mice is mainly attributed to its functions in the epicardium. Here, we have generated an inducible endothelial-specific *Wt1* knockout mouse model (*Wt1KO*^ΔEC^). Deletion of *Wt1* in ECs during coronary plexus formation impaired coronary blood vessels and myocardium development. RNA-Seq analysis of coronary ECs from *Wt1KO*^ΔEC^ mice demonstrated that deletion of *Wt1* exerted a major impact on the molecular signature of coronary ECs and modified the expression of several genes that are dynamically modulated over the course of coronary EC development. Many of these differentially expressed genes are involved in cell proliferation, migration and differentiation of coronary ECs; consequently, the aforementioned processes were affected in *Wt1KO*^ΔEC^ mice. The requirement of WT1 in coronary ECs goes beyond the initial formation of the coronary plexus, as its later deletion results in defects in coronary artery formation. Through the characterization of these *Wt1KO*^ΔEC^ mouse models, we show that the deletion of *Wt1* in ECs disrupts physiological blood vessel formation.

## INTRODUCTION

Endothelial cells (ECs) constitute the inner cellular layer of blood vessels. ECs perform a wide range of roles that are essential for organ formation and tissue homeostasis, including the transport of nutrients and metabolites to and from underlying tissues (Dejana et al., 2017). Besides these functions, ECs can also have unique and specialized roles to meet the distinct needs of the organs, and sites in which they are located (Dejana et al., 2017).

The adult heart is a highly vascularized organ with a specialized composition of cardiac ECs. In mice, heart vascularization starts around embryonic day (E) 11.5 when immature EC-progenitors derived from the sinus venosus (SV) and the endocardium begin to migrate and form an immature capillary plexus (Red-Horse et al., 2010; Wu et al., 2012). By E12.5, immature coronary ECs derived from the SV located in the subepicardial region proliferate and migrate into the compact myocardium, where they subsequently differentiate into intramyocardial coronary arteries and coronary veins (Lupu et al., 2020). Around E15.5, after blood flow is established, vascular remodelling occurs and the immature coronary endothelial plexus undergoes profound morphogenic changes that transform small vessels into mature, large-diameter arteries coated in vascular smooth muscle cells (VSMCs), which are visible by E17.5 (Lupu et al., 2020). The result of this plexus growth and remodeling is a mature coronary vasculature that is hierarchically arranged into arteries, capillaries and veins, a pattern that efficiently supports oxygenation of the myocardium (Lupu et al., 2020).

Coronary vasculature formation depends upon a series of tightly regulated steps in which ECs play an essential role (Luo et al., 2021). Defective coronary EC development leads to dramatic defects in coronary blood vessel formation and myocardium maturation (Chang et al., 2017; Gónzalez-Hernández et al., 2020; Luo et al., 2021; Rhee et al., 2018; Travisano et al., 2019; You et al., 2005). Coronary ECs also contribute to the rapid vascular growth of the neonatal heart and to the regeneration of new coronary blood vessels generated after myocardial infarction (MI) (Lu et al., 2021). Interestingly, this process depends on coronary ECs, as the new blood vessel structures formed in the injured myocardium arise mainly from pre-existing coronary ECs (He et al., 2017).

The WT1 transcription factor gene (*Wt1*) encodes a zinc-finger protein whose best-known function is its role as a transcription factor. WT1 also regulates gene expression post-transcriptionally through direct RNA binding (Bharathavikru et al., 2017; Hastie, 2017). WT1 plays a crucial role in the formation of several organs, including the heart (Hastie, 2017; Kreidberg et al., 1993; Moore et al., 1999). Recently, new studies have also highlighted its role in adult tissue homeostasis and repair(Ariza et al., 2019; Chau et al., 2011). For many years, it was thought that WT1 expression in the heart was confined to the epicardium and epicardium-derived cells (EPDCs). Thus, the embryonic lethality and cardiovascular defects observed in *Wt1* knockout mouse (*Wt1KO*) mice were mainly attributed to its functions in the epicardium (Martinez-Estrada et al., 2010; Moore et al., 1999). New evidence generated over the past decade has demonstrated the expression of WT1 in coronary ECs (Coppiello et al., 2015; Duim et al., 2015). Despite these findings, which suggest a role for WT1 in coronary ECs, our understanding of the cellular functions regulated by WT1 in coronary blood vessel development remains very limited (Cano et al., 2016).

In the present study, we generated and characterized an inducible EC-specific *Wt1KO* mouse model (*Wt1KO*^ΔEC^). Deletion of *Wt1* in coronary ECs during coronary plexus formation leads to dramatic defects in coronary blood vessel formation and myocardium development. RNA-sequencing (RNA-Seq) analysis of differentially expressed genes (DEG) in freshly isolated coronary ECs from control and mutant mice identified a set of DEGs that are modulated over the course of coronary EC development; more importantly, many of them regulate blood vessel formation. Many of the DEGs are involved in cell proliferation, migration and differentiation of coronary ECs, and, as a consequence, the aforementioned processes are affected in *Wt1KO*^ΔEC^ mice. The requirement of WT1 in ECs goes beyond the formation of the coronary plexus, as the later deletion of *Wt1* at more mature stages also impairs coronary blood vessel development. In summary, the data presented here demonstrate for the first time that endothelial deletion of *Wt1* disrupts physiological angiogenesis and myocardium development, and has a great impact in the molecular signature of coronary ECs.

## RESULTS

### Generation of a tamoxifen-inducible endothelial-specific *Wt1KO* mouse model

To validate previous findings reporting the expression of WT1 in coronary ECs, we performed WT1 immunostaining on heart sections at different stages of heart development (Coppiello et al., 2015; Duim et al., 2015). In line with previous results, immunostaining data demonstrated WT1 expression in coronary ECs of the coronary plexus from E12.5 onwards. Between E14.5 and E17.5, WT1 expression can be observed in an abundant number of subepicardial, intramyocardial and septal coronary ECs, but not in trabecular endocardium (Fig. S1).

To study whether WT1 is functionally important for coronary ECs and to overcome the embryonic lethality of conventional *Wt1KO* mice, we decided to generate an endothelial-specific *Wt1KO* mouse model. We used the *Pdgfb–iCreERT2* driver line, a widely used tamoxifen-inducible EC-specific Cre, which displays strong activity in coronary ECs during heart development and after MI (Claxton et al., 2008; Dube et al., 2017; Li et al., 2019; Luo et al., 2021; Travisano et al., 2019). First, *Pdgfb–iCreERT2* mice were crossed with the reporter *R26^mTmG/mTmG^* mice. In the *R26^mTmG/mTmG^* mouse model, before Cre-mediated recombination, membrane Tomato (mT) is expressed ubiquitously, and after Cre-mediated LoxP recombination, membranous GFP (mGFP) is expressed in Cre-positive cells (Muzumdar et al., 2007). Next, we administered tamoxifen to pregnant mice carrying *Pdgfb–iCreERT2; R26^mTmG/+^* mice during the early stages of coronary blood vessel formation (E11.5-E13.5) (Fig. S2A). Immunostaining analysis of GFP expression in the *Pdgfb–iCreERT2; R26^mTmG/+^* mice revealed robust mGFP expression in the developing heart at E15.5 days of development. mGFP^+^, CD31^+^ cells were located in the compact myocardium zone labelling both arteries and veins, but not in the ventricular endocardium or epicardium (Fig. S2B).

After verification of *Pdgfb–iCreERT2* activation using this tamoxifen scheme, we used this Cre line to delete the *Wt1* gene from coronary ECs by crossing *Wt1^LoxP/LoxP^* mice with *Pdgfb–iCreERT2* mice to generate *Wt1^LoxP/LoxP^; Pdgfb–iCreERT2* mice (*Wt1^LoxP/LoxP^; Pdgfb^iCreERT2/+^*). Given that the Pdgfb*–iCreERT2;R26^mTmG/+^* mouse model allowed visualization of coronary ECs in which Cre has efficiently recombined (mGFP^+^), a second mouse model was also generated: *Wt1^LoxP/LoxP^; Pdgfb^iCreERT2/+^; R26^mTmG/+^*. Daily administration of tamoxifen to pregnant mice during the coronary angiogenic phase (E11.5-E13.5) (Fig. 1A) caused a 50% loss of *Wt1* mRNA levels in heart ventricles from *Wt1^LoxP/LoxP^; Pdgfb^iCreERT2^; R26^mTmG/+^* mice at E15.5 (hereafter referred to as *Wt1KO^ΔEC^*) compared with *Wt1^LoxP/LoxP^; R26^mTmG/+^* and *Wt1^+/+^; Pdgfb^iCreERT2^; R26^mTmG/+^* mice (hereafter referred to as control and *Control^ΔEC^*, respectively) (Fig. 1B). Next, we performed immunostaining analysis of WT1 in heart sections from control and *Wt1KO^ΔEC^* mice at E15.5. The immunostaining data demonstrated the specific downregulation of WT1 in coronary endothelial cells in *Wt1KO^ΔEC^* hearts, whereas its expression in the epicardium was not affected (Fig. 1C). We then performed quantitative real-time PCR (qRT-PCR) analyses of *Wt1* expression in mGFP^+^ sorted ECs from *Wt1KO^ΔEC^* mice at E15.5, and observed a dramatic downregulation of *Wt1* levels in *Wt1KO^ΔEC^* compared with the *Control^ΔEC^* mice (Fig. 1D,E). Altogether, these findings demonstrate that *Wt1KO^ΔEC^* mice constitute a new mouse model in which *Wt1* is efficiently deleted in coronary ECs.

**Fig. 1.**
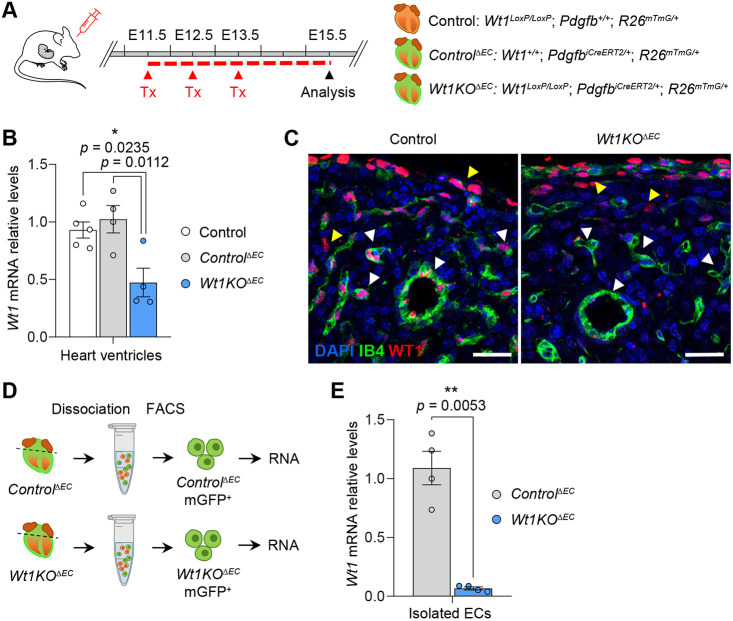
**Efficient deletion of *Wt1* in coronary ECs from *Wt1KO^ΔEC^* mouse model.** (A) Schematic illustration showing the tamoxifen administration scheme and the experimental strategy to obtain *Wt1KO^ΔEC^* and control mice. Pregnant mice carrying control and *Wt1KO^ΔEC^* embryos were administered tamoxifen in the early stages of coronary formation onset (E11.5-E13.5) and embryos were analysed at E15.5. (B) qRT-PCR analysis of *Wt1* expression in heart ventricles from *Wt1KO^ΔEC^* and control mice. Data are mean±s.e.m. (*n*=4 or 5). *P<0.05, one-way ANOVA followed by Tukey's post-hoc test. (C) Immunofluorescence staining for WT1 (red) and staining of IB4 (green) and nuclear DAPI (blue), using heart sections from control and *Wt1KO^ΔEC^* E15.5 mice. There is specific downregulation of WT1 expression in coronary ECs (white arrowheads) while its expression in the epicardium and EPDCs is not affected (yellow arrowheads). (D) EC isolation procedure from enzymatically digested *Control^ΔEC^* and *Wt1KO^ΔEC^* heart ventricles at E15.5. (E) qRT-PCR analysis of *Wt1* expression in mGFP^+^ FACS-isolated ECs from *Wt1KO^ΔEC^* and *Control^ΔEC^* hearts. A dramatic downregulation of *Wt1* expression is observed in ECs from *Wt1KO^ΔEC^* mice. Data are mean±s.e.m. (*n*=4). **P<0.01 (unpaired *t*-test with Welch's correction). Scale bars: 25 μm.

### Deletion of *Wt1* in coronary ECs during coronary plexus formation disrupts myocardium and coronary vessel development

Until very recently, the abnormal cardiac vascularization and thinning of the ventricular myocardium observed in conventional *Wt1KO* mice have mainly been attributed to WT1 functions in epicardial cells, but little is known about the effect of *Wt1* deletion on coronary ECs in heart development (Martinez-Estrada et al., 2010; Moore et al., 1999; Velecela et al., 2019). We used the previously described tamoxifen strategy, harvesting embryos at E15.5 and E18.5, and performed double immunostaining against myosin heavy chain (MF20), to define the myocardium region, and endomucin, to delimit the compact from the trabecular myocardium, in control and *Wt1KO^ΔEC^* hearts (Fig. 2A,B). Morphological analyses of the hearts of *Wt1KO^ΔEC^* embryos showed that deletion of *Wt1* in coronary ECs severely impaired heart development. In *Wt1KO^ΔEC^* embryos, the compact myocardium was significantly thinner than in control embryos (Fig. 2B,C). Interestingly, the defects in compact myocardium development correlate with an expansion of the left ventricle trabecular myocardium (Fig. 2B,D). To ascertain whether this phenotype could be due to defects in cardiomyocyte proliferation, we assessed cell proliferation in control and *Wt1KO^ΔEC^* embryos. We injected 5-bromo-2′-deoxyuridine (BrdU) into tamoxifen-administered pregnant females at E15.5. Control and *Wt1KO^ΔEC^* embryos were then collected 2 h after the BrdU pulse, fixed and sectioned for later co-immunostaining for the proliferation marker BrdU together with MF20. Quantification of the immunostaining analysis revealed a reduction in the percentage of proliferating cardiomyocytes (%BrdU^+^/MF20^+^ cells) within the compact myocardium of *Wt1KO^ΔEC^* hearts compared with control littermates (Fig. 2E,F).

**Fig. 2.**
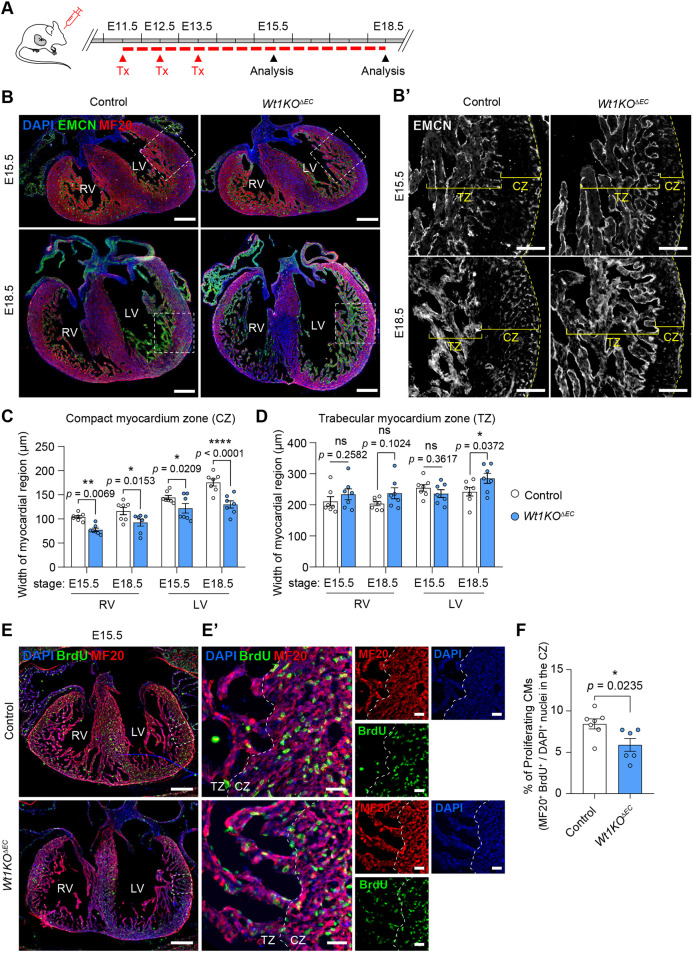
***Wt1KO^ΔEC^* mice display defects in myocardium development.** (A) Schematic illustration showing the experimental protocol strategy to obtain and analyse *Wt1KO^ΔEC^* mice. Pregnant mice were administered tamoxifen from E11.5 to E13.5 and embryos were analysed at E15.5 and E18.5. (B) Immunostaining for endomucin (EMCN, green) and sarcomeric myosin (MF20, red) on E15.5 and E18.5 heart sections from control and *Wt1KO^ΔEC^* mice. (B′) Area outlined in B, showing EMCN staining as an indicator of trabecular myocardium zone (TZ) versus the compact myocardium zone (CZ). (C,D) Quantification of CZ and TZ width in control and *Wt1KO^ΔEC^* mice confirms the significant effect of endothelial *Wt1* deletion on the CZ both at mid (E15.5) and late (E18.5) developmental stages. Data are mean±s.e.m. (*n*=7). *P<0.05, **P<0.01, ****P<0.0001 (two-way ANOVA). (E) E15.5 heart sections from control and *Wt1KO*^Δ*EC*^ mice treated with BrdU were immunostained using antibodies against sarcomeric myosin (MF20, red) and BrdU (green), and counterstained with DAPI (blue). (E′) Area outlined in E. (F) Quantitation of proliferative cardiomyocytes (CMs) (% BrdU^+^ MF20^+^/DAPI^+^) from control and *Wt1KO^ΔEC^* heart sections at E15.5. Data are mean±s.e.m (*n*=6-7). *P<0.05 (unpaired *t*-test). Scale bars: 250 µm in B,E; 50 µm in B′ and 25 µm in E′.

To rule out the possibility that these defects in the myocardium observed in mutant mice arose from defective epicardium formation, we analysed the expression of RALDH2, a marker of embryonic epicardium signature and a direct target of WT1 (Guadix et al., 2011). As expected, no difference in RALDH2 expression was observed in *Wt1KO^ΔEC^* mice compared with their control littermates, which correlates with the absence of recombination of the *Pdgfb–iCreERT2* line in the epicardium (Fig. S3). Abnormal coronary vessel development has previously been shown to lead to defects in myocardium development (D'Amato et al., 2016; Rhee et al., 2018; Travisano et al., 2019). Next, we decided to characterize coronary development in *Wt1KO^ΔEC^* embryos. We immunostained heart sections from control and *Wt1KO^ΔEC^* hearts obtained at E15.5 and E18.5 with CD31 antibody, a marker of ECs. Qualitative observations revealed that CD31^+^ vessels were present in both control and *Wt1KO^ΔEC^* hearts (Fig. 3A,B). However, large-calibre CD31^+^ vessels were scarce in the *Wt1KO^ΔEC^* hearts (Fig. 3B,B′). In addition, quantification of CD31^+^ staining in the compact myocardium revealed a decreased CD31^+^ area in *Wt1KO^ΔEC^* mice (Fig. 3C). Next, we decided to quantify localization of the CD31 signal in control and *Wt1KO^ΔEC^* mice. Quantification of CD31 localization also revealed an inappropriate accumulation of ECs near the epicardial surface in *Wt1KO^ΔEC^* hearts at E15.5 and E18.5 (Fig. 3D). The reduction in the number of ECs was validated using FACS analysis of enzymatically dissociated heart ventricles, which demonstrated a reduction in mGFP^+^ ECs in *Wt1KO^ΔEC^* mice (Fig. 3E,F).

**Fig. 3.**
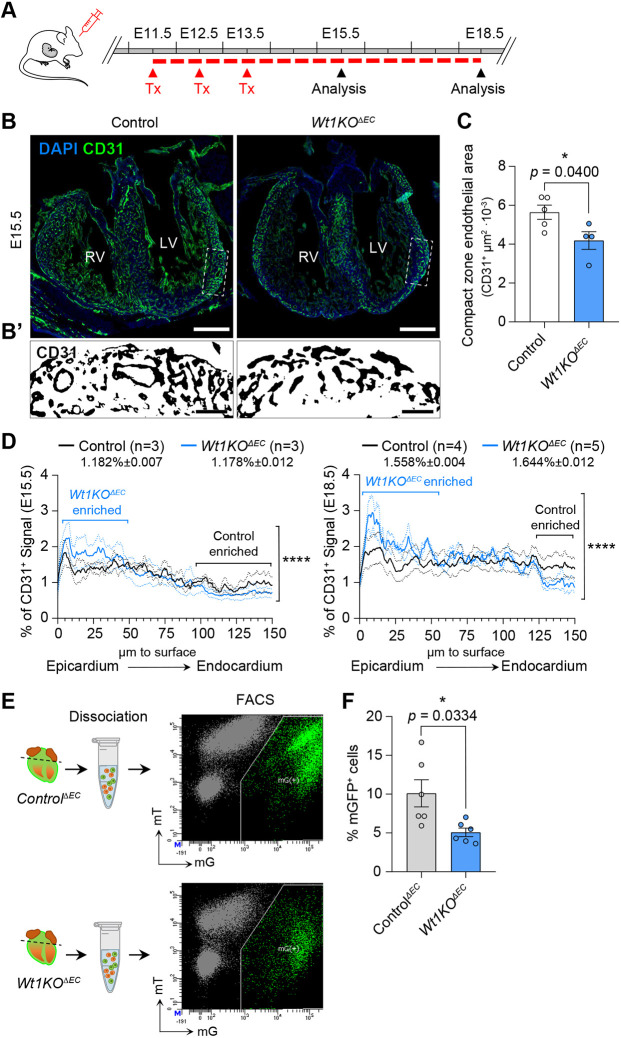
***Wt1KO^ΔEC^* mice display defects in coronary blood vessel development.** (A) Schematic illustration showing the experimental protocol strategy to obtain and analyse *Wt1KO^ΔEC^* mice. Pregnant mice were administered tamoxifen from E11.5 to E13.5, and embryos were analysed at E15.5 and E18.5. (B) Immunofluorescence staining for CD31 (green) and nuclear DAPI (blue), using heart sections from control and *Wt1KO^ΔEC^* at E15.5. (B′) Magnified images of CD31 staining from the areas outlined in B. (C) Quantitation of the CD31^+^ signal in the compact myocardium zone (CZ) of control and *Wt1KO^ΔEC^* hearts. Data are mean±s.e.m. (*n*=3). *P<0.05 (unpaired *t*-test). (D) Quantitation of CD31^+^ immunostaining localization from heart sections of control and *Wt1KO^ΔEC^* mice at E15.5 and E18.5, reported as a percentage of intensity within a particular bin against the distance from the epicardial surface of the heart. In the *Wt1KO^ΔEC^* heart, CD31^+^ staining is increased near the epicardium and reduced in deeper myocardium layers. Data are mean±s.e.m. (*n*=3, E15.5; *n*=4 or 5, E18.5). ****P<0.0001 (Mann–Whitney test). (E) EC isolation and representative FACS analysis of enzymatically digested *Control^ΔEC^* and *Wt1KO^ΔEC^* heart ventricles at E15.5. (F) Quantification of mGFP^+^ ECs from enzymatically digested *Control^ΔEC^* and *Wt1KO^ΔEC^* heart ventricles at E15.5. Data are mean±s.e.m. (*n*=6). *P<0.05 (unpaired *t*-test with Welch's correction). Scale bars: 250 µm in B; 50 µm in B′.

We next investigated when these coronary blood vessel defects are first observed, and then analysed coronary plexus formation at E13.5. Close inspection of the coronary plexus using whole-mount GFP staining revealed that while the dorsal coverage of the endothelium was not affected, the ventral coverage was significantly reduced in *Wt1KO^ΔEC^* hearts by E13.5 (Fig. S4A-D). Interestingly, CD31 immunostaining of *Wt1KO^ΔEC^* sections at this stage demonstrated that the vascularzation of the compact myocardium was not altered when compared with control littermates (Fig. S4E,F). Likewise, at this stage the myocardium development was not affected in *Wt1KO^ΔEC^* hearts, indicating that the crosstalk between the ECs and cardiomyocytes is not compromised in *Wt1KO^ΔEC^* hearts at this stage (Fig. S4G-I). After observing the heart defects in *Wt1KO^ΔEC^* mice, we analysed their viability. Genotyping of embryonic mice showed a normal Mendelian ratio of *Wt1KO^ΔEC^* mice at E13.5, E15.5 and E18.5 (Table S1). Altogether, these data demonstrate that WT1 functions in ECs are required for proper coronary blood vessel development, and its deletion compromises myocardial development.

### *Wt1* regulates the transcriptomic signature of coronary ECs

WT1 is a transcription factor that displays pleotropic functions through the direct regulation of several genes (Hastie, 2017). Next, we decided to gain an insight into the molecular events underlying *Wt1* deletion in coronary ECs. 

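RNA was sequenced from ECs of E15.5 hearts, sorted by FACS for the mGFP that marks cells in which the Pdgfb-driven Cre recombined, after tamoxifen at 75 mg/kg from E11.5 to E13.5. About 8000 cells per library were collected, with 3 libraries from *Control ΔEC* hearts and 3 from *Wt1KO ΔEC* hearts. The libraries were made with the SMART-seq2 protocol, which amplifies full-length cDNA from small amounts of RNA without molecular identifiers. The authors mapped the reads to GRCm39 with STAR and estimated a count per gene with RSEM on the GENCODE vM27 annotation, and the expected counts of 55416 genes were used here as whole numbers. The expected counts summed to 44779020, 44736496 and 27211308 in *Control ΔEC* replicates 1, 2 and 3, and to 42704156, 37015947 and 26037324 in *Wt1KO ΔEC* replicates 1, 2 and 3. At these depths 3 counts correspond to between 0.0608 and 0.119 CPM (counts scaled by library total and TMM factor), taken as the floor of detection. This floor covers counting error only, since amplified reads are not independent molecules. Genes with at least 10 counts in at least 2 of the 6 libraries were tested, which kept 16296 genes. They were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, and a differentially expressed gene (DEG) had an adjusted p-value under 0.05 and an absolute log2 fold change above 0.58. The paper's methods give the same fold change limit and P<0.05; the legend of Fig. S5 names a Benjamini-Hochberg correction. Levels are given as TMM-normalized CPM, mean ± SD over 3 libraries per genotype, and fold changes as *Wt1KO ΔEC* over *Control ΔEC*. Gene positions are those of GENCODE vM39 on GRCm39. The targeted gene, *Wt1* (ENSMUSG00000016458.16; chromosome 2, 104956625 to 105003961), was at 145, 109.5 and 149 CPM in *Control ΔEC* replicates 1, 2 and 3, and at 14.0, 18.4 and 21.3 CPM in *Wt1KO ΔEC* replicates 1, 2 and 3. Its log2 fold change was -2.91 (standard error 0.22, adjusted p = 0.00319 from edgeR's quasi-likelihood test), and stayed between -3.05 and -2.76 with each library left out in turn. Every *Control ΔEC* library had more *Wt1* than every *Wt1KO ΔEC* library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).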

Taking advantage of our mouse model, we performed RNA-Seq of FACS isolated coronary ECs in which the Cre had efficiently recombined (mGFP^+^) from E15.5 *Control^ΔEC^* and *Wt1KO^ΔEC^* hearts (Fig. 4A). We found substantial changes in the transcriptomic profile, with 766 DEGs in the *Wt1KO^ΔEC^* ECs transcriptome (349 upregulated and 417 downregulated) (Table S2). 

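Of the 16296 genes tested, 12 were DEGs, with 8 higher and 4 lower in *Wt1KO ΔEC*, and 1652 passed the same fold change limit at an unadjusted p under 0.05. With DESeq2 at its default settings, the method that the paper's methods name, 767 genes were DEGs (349 higher and 418 lower), against the paper's 766. They included all 12. Among the alternatives with an adjusted p, DESeq2 moved the count most. The adjusted p-values that follow are from edgeR's quasi-likelihood test. The DEG with the smallest adjusted p beside *Wt1* was *Plvap* (chromosome 8, 71948674 to 71964506), at 68.1 ± 12.9 CPM in *Control ΔEC* and 338 ± 20.5 CPM in *Wt1KO ΔEC* (log2 fold change 2.31, standard error 0.18, adjusted p = 0.00319). *Col1a1* (chromosome 11, 94827050 to 94843868) was at 114 ± 12.5 CPM in *Control ΔEC* and 289.8 ± 40.0 CPM in *Wt1KO ΔEC* (log2 fold change 1.34, standard error 0.17, adjusted p = 0.0441). *Eno1* (chromosome 4, 150321073 to 150337027) was at 394 ± 25.5 CPM in *Control ΔEC* and 1175 ± 159.8 CPM in *Wt1KO ΔEC* (log2 fold change 1.58, standard error 0.15, adjusted p = 0.0152). Counts of *Eno1* are uncertain because a retrogene copy, *Eno1b*, can share its reads; *Eno1b* was at 483 CPM in *Control ΔEC* and 383 CPM in *Wt1KO ΔEC*, and the sum of both genes was 877 ± 75.3 CPM in *Control ΔEC* and 1558 ± 207 CPM in *Wt1KO ΔEC*. The pseudogenes *Rps7-ps3* and *Actr3-ps*, both on chromosome X, had log2 fold changes of 3.58 and 2.48 (adjusted p = 0.0209 and 0.0441), and their reads can be shared with *Rps7* and *Actr3*. The other DEGs that were higher in *Wt1KO ΔEC* were *Ednrb* (1.23), *Mif* (1.15) and *Rps29* (1.10 on the log2 scale). Among the DEGs lower in *Wt1KO ΔEC*, *Pamr1* (chromosome 2, 102380060 to 102473386), which lies on the same chromosome as *Wt1*, was at 31.2 ± 6.71 CPM in *Control ΔEC* and 0.267 ± 0.328 CPM in *Wt1KO ΔEC* (log2 fold change -7.00, standard error 0.86, adjusted p = 0.0441). The log2 fold change of *Pamr1* ranged from -8.53 (without *Wt1KO ΔEC* replicate 3) to -6.34 (without *Wt1KO ΔEC* replicate 1) with single libraries left out. *Ralgapa1* (chromosome 12, 55649675 to 55868207) was at 64.5 ± 12.2 CPM in *Control ΔEC* and 22.6 ± 0.427 CPM in *Wt1KO ΔEC* (log2 fold change -1.51, standard error 0.20, adjusted p = 0.0445). *Aoc3* was at 16.4 ± 6.64 CPM in *Control ΔEC* and 0.561 ± 0.220 CPM in *Wt1KO ΔEC* (log2 fold change -4.84, standard error 0.51, adjusted p = 0.0204). For each of the 12 genes, all 3 libraries of one genotype lay above all 3 of the other, which chance gives for 10% of genes. The 12 were selected as DEGs on the same libraries, so this is not independent evidence. With each library left out in turn, between 2 (without *Wt1KO ΔEC* replicate 3) and 37 genes (without *Control ΔEC* replicate 3) were DEGs. *Wt1* and *Plvap* were DEGs in all 6 of these fits and each of the other 10 genes in at most 2.

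**Figure D1:**
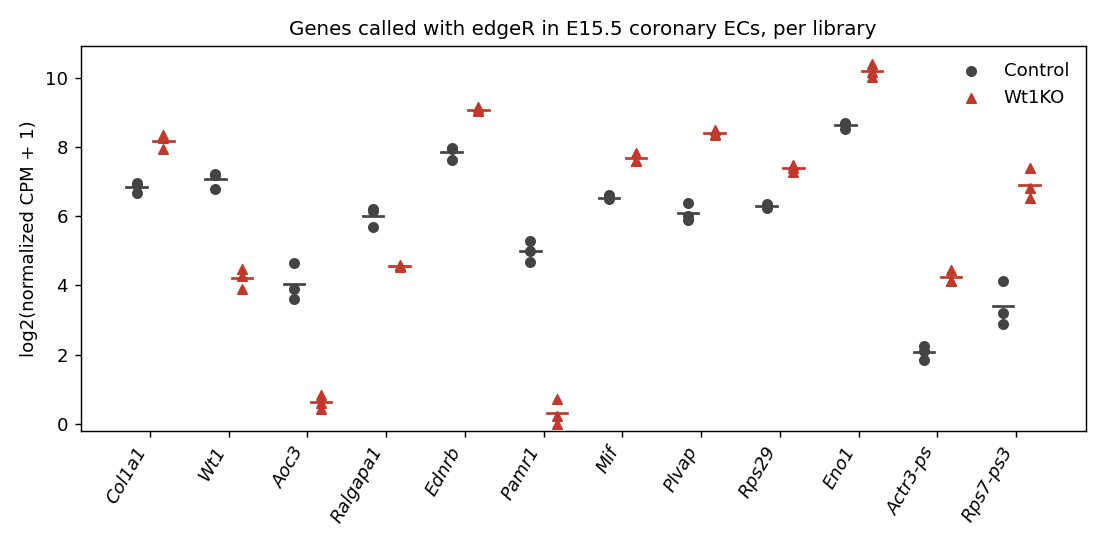
Normalized CPM of the 12 DEGs in each library, on a log2(CPM + 1) scale, with circles for the 3 *Control ΔEC* libraries and triangles for the 3 *Wt1KO ΔEC* libraries; horizontal lines are the means of the plotted values. *Wt1* lies between 109.5 and 149 CPM in *Control ΔEC* and between 14.0 and 21.3 CPM in *Wt1KO ΔEC*.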

Volcano plots summarizing this differential expression analysis are shown in Fig. 4B. 

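Of the 22 genes labelled in Fig. 4B, all 8 on the upregulated side were higher and all 14 on the downregulated side were lower in *Wt1KO ΔEC*. By edgeR's quasi-likelihood test 3 of the 22, *Wt1*, *Plvap* and *Aoc3*, were DEGs, and by DESeq2 all 22 were. Adjusted over the list alone, all 22 had an adjusted p-value under 0.05, which is not independent evidence because the study chose these genes on the same libraries. In 21 of the 22 the libraries of the genotypes did not overlap, where chance gives 10%; the exception was *Lif*, which had no counts in any *Control ΔEC* library and 0, 44 and 88 counts in *Wt1KO ΔEC* replicates 1, 2 and 3. Among the genes labelled as downregulated, *Tox2* and *St8sia6* had log2 fold changes of -1.12 and -1.55, with adjusted p-values of 0.108 and 0.110 in edgeR and of 7.8e-07 and 7.5e-05 in DESeq2. Among those labelled as upregulated, *Vcam1* had a log2 fold change of 1.02 (standard error 0.16), with an adjusted p-value of 0.102 in edgeR and 1.4e-06 in DESeq2.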

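In *Control ΔEC* libraries, *Col4a1* was at 2679 ± 771 CPM and ranked 18 of 55416 genes by mean CPM, *Col18a1* was at 1825 ± 492 CPM (rank 29) and *Pecam1* at 1634 ± 235 CPM (rank 35; SD, n = 3 libraries). *Cldn5* was at 721 ± 297 CPM, *Flt1* at 686 ± 80.0 CPM, *Fabp4* at 548 ± 199.8 CPM and *Cdh5* at 469.9 ± 135 CPM, with ranks from 114 to 206. The median rank of the 7 genes was 114, and 136 when CPM was divided by the exonic length of each gene in kb. As a share of all counts in the *Control ΔEC* libraries, the 7 genes ranged from 0.0494% for *Cdh5* to 0.280% for *Col4a1*. Unsorted cells of the heart were not analysed here, so these are levels within the sorted cells and not an enrichment over them.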

Sequencing served as a quality control for our sorted strategy, as we observed a significant enrichment of EC genes such as *Pecam1*, *Fabp4*, *Cdh5*, *Cldn5*, *Col4a1*, *Col18a1* and *Flt1*, confirming the endothelial identity of the sorted cells. Moreover, gene signatures assigned to other cardiac populations, such as cardiomyocytes (*Nkx2*-5, *Actn2*, *Myh7*, *Mb* and *Tnnt2*), epicardial cells (*Upk1b*, *Upk3b*, *Clu* and *Dmkn*) and fibroblasts (*Col1a1*, *Gsn*, *Wif1*, *Dkk3*, *Mt1*, *Cthrc1* and *Acta2*), appeared at relatively low counts, thus validating our strategy of specific sorting of coronary ECs (Fig. S5A). 

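In *Control ΔEC* libraries, the most abundant of the 5 cardiomyocyte genes, *Myh7*, was at 55.8 ± 10.9 CPM and *Tnnt2* was at 34.9 ± 4.93 CPM (SD, n = 3 libraries). *Actn2* was at 12.4 CPM, *Mb* at 6.00 CPM, and *Nkx2-5* had no counts in any *Control ΔEC* library. Among the epicardial genes, *Clu* was at 30.7 ± 5.18 CPM, while *Upk3b*, *Upk1b* and *Dmkn* were at 2.03, 1.46 and 0.363 CPM. Of the fibroblast genes, *Col1a1* was the highest, at a rank of 1367, followed by *Gsn* at 65.4 ± 9.97 CPM and *Acta2* at 45.3 ± 11.2 CPM. *Dkk3*, *Mt1* and *Cthrc1* were at 15.4, 14.3 and 6.23 CPM, and *Wif1* had no counts in any *Control ΔEC* library. Each of these genes was below the lowest of the 7 EC genes, *Cdh5*. Between the genotypes, *Col1a1* was the only DEG among the genes of other cell populations in Fig. S5A that were tested with edgeR, 28 of 37; 7 of them had an unadjusted p under 0.05, and 5 were DEGs in DESeq2. *Upk3b* was at 9.05 ± 3.43 CPM in *Wt1KO ΔEC* (log2 fold change 2.15, standard error 0.62, adjusted p = 0.221), and *Wif1* was at 0.986 ± 0.423 CPM, at least 12.8-fold above the floor of the *Control ΔEC* libraries.

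**Figure D2:**
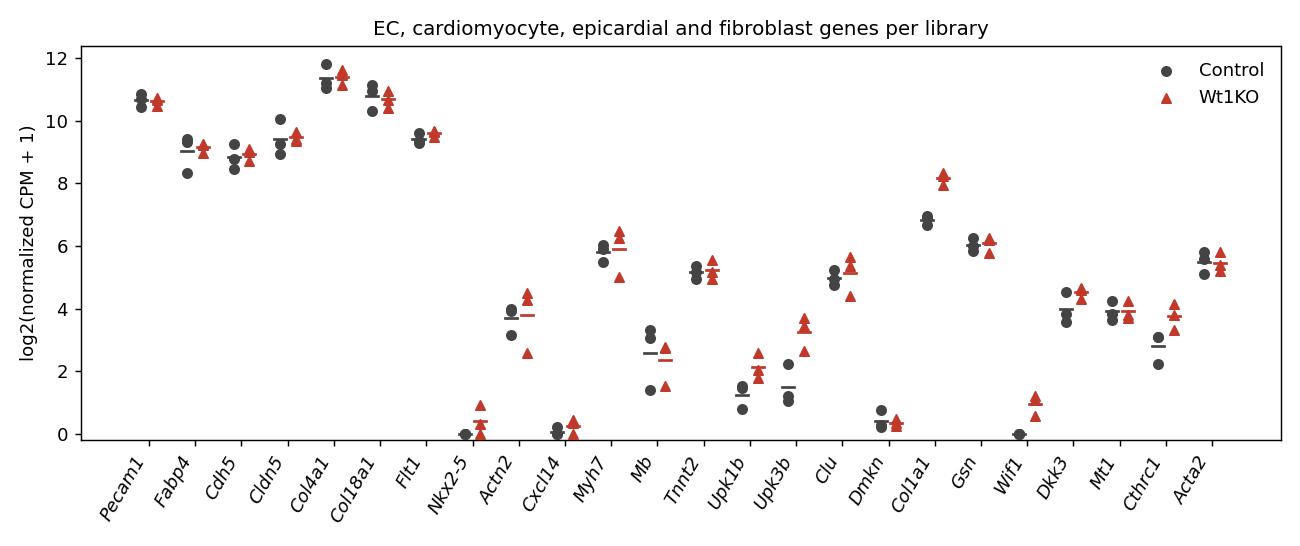
Normalized CPM per library, on a log2(CPM + 1) scale, of EC genes (*Pecam1* to *Flt1*), cardiomyocyte genes (*Nkx2-5* to *Tnnt2*, with *Cxcl14* from Fig. S5A), epicardial genes (*Upk1b* to *Dmkn*) and fibroblast genes (*Col1a1* to *Acta2*); circles are *Control ΔEC* and triangles *Wt1KO ΔEC* libraries, n = 3 each, and lines are means of the plotted values. The EC genes had means of at least 469.9 CPM in *Control ΔEC* and the other genes of at most 114 CPM.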

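The log2 fold change of *Pecam1* was -0.05 (standard error 0.15), that of *Cdh5* 0.06 (standard error 0.22) and that of *Cldn5* -0.02 (standard error 0.26), with adjusted p-values of 0.939, 0.952 and 0.988 from edgeR's quasi-likelihood test. Of the other EC genes compared in Fig. S5C, *Icam2*, *Fabp4* and *Flt1* changed by -0.02, 0.06 and 0.17 on the log2 scale. The libraries of the genotypes overlapped for all 6 genes, and none of the 6 had an unadjusted p under 0.05. With single libraries left out, the log2 fold change of *Cldn5* ranged from -0.23 (without *Control ΔEC* replicate 2) to 0.36 (without *Control ΔEC* replicate 1), so its direction was not determined. *Pecam1*, *Cdh5*, *Icam2* and *Fabp4* also changed direction in some of these fits, *Pecam1* between -0.16 (without *Control ΔEC* replicate 2) and 0.05 (without *Control ΔEC* replicate 3).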

Analysis of the sequencing data also demonstrated that, despite the strong phenotype observed in mutant mice, several canonical EC genes, such as *Pecam1*, *Cdh5* and *Cldn5*, were not modified by *Wt1* deletion (Fig. S5B-E). However, we found that several important genes in ECs, such as *Foxo1*, *Cav1*, *Sema5a*, *Sema6d*, *Apln*, *Cd109*, *Meox2*, *Jag2*, *Gli3* and *Igfbp7*, were downregulated in mutant cells (Table S2 and Fig. S5E). 

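All 10 genes were lower in every *Wt1KO ΔEC* library than in every *Control ΔEC* library, where chance gives 10% of genes without overlap in either direction. Their log2 fold changes lay between -2.42 (*Sema5a*) and -0.48 (*Sema6d*), with a median of -0.86. None was a DEG by edgeR's quasi-likelihood test, where their adjusted p-values over all genes tested lay between 0.114 and 0.243; all 10 had an unadjusted p under 0.05 and, adjusted over the list alone, an adjusted p under 0.05, although the study chose the list on these libraries. With DESeq2, all 10 had an adjusted p under 0.05, and 8 were DEGs; *Sema6d* and *Cd109* had DESeq2 log2 fold changes of -0.49 and -0.575, inside the limit of 0.58. *Cav1* was at 2998 ± 965 CPM in *Control ΔEC* and 1783 ± 66.6 CPM in *Wt1KO ΔEC* (log2 fold change -0.75, standard error 0.23, adjusted p = 0.243 from edgeR). *Igfbp7* was at 60.2 ± 42.5 CPM in *Control ΔEC* and 14.5 ± 2.73 CPM in *Wt1KO ΔEC* (log2 fold change -2.05, standard error 0.44, adjusted p = 0.140), and its log2 fold change was -1.30 without *Control ΔEC* replicate 1. *Sema5a* was at 8.77 ± 2.88 CPM in *Control ΔEC* and 1.64 ± 0.222 CPM in *Wt1KO ΔEC* and *Gli3* at 21.9 ± 5.76 CPM in *Control ΔEC* and 10.0 ± 3.32 CPM in *Wt1KO ΔEC*.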

Next, we used gene ontology (GO) enrichment analysis to gain an insight into biological processes in the 766 DEGs. The analysis revealed the over-representation of some GO terms, such as ‘regulation of cell adhesion’, ‘blood vessel development’, ‘extracellular matrix organization’, ‘cytoplasmic translation’, ‘regulation of endothelial cell proliferation’ and ‘regulation of cell motility’ (Fig. 4C, full list in Table S3).

**Fig. 4.**
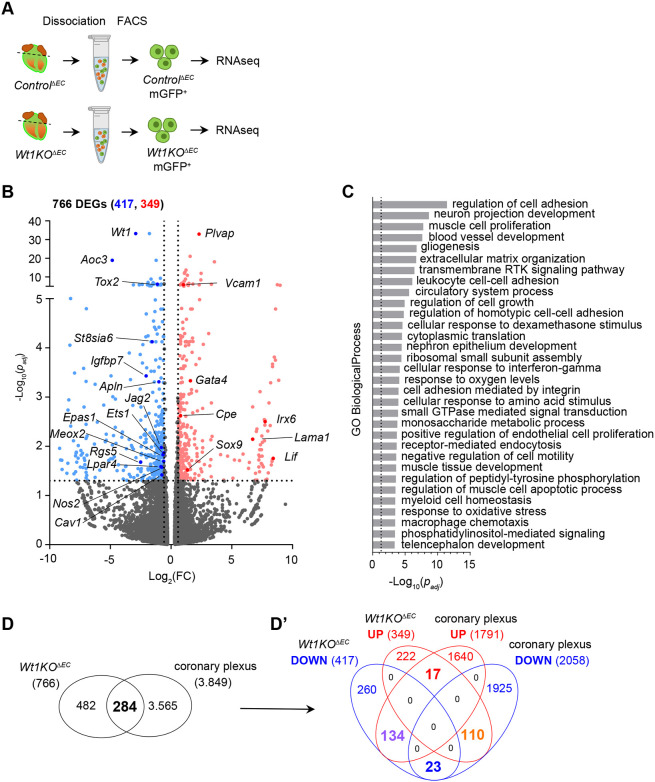
**WT1 regulates the transcriptomic profile of coronary ECs.** (A) Schematic illustration showing the experimental strategy to obtain coronary ECs for RNA-Seq from *Control^ΔEC^* and *Wt1KO*^Δ*EC*^ mice. E15.5 heart ventricles were enzymatically digested and mGFP^+^ ECs were FACS-isolated and processed for RNA extraction and sequencing. (B) Volcano plot of the 766 DEGs (Log2FC >|0.58|) identified by transcriptomic analysis of mGFP^+^ sorted cells from *Control^ΔEC^* versus *Wt1KO^ΔEC^* hearts. Significantly upregulated (349, red) and downregulated (417, blue) genes are represented in terms of significance, -Log10 (*P*-value). (C) GO enrichment analysis using DEGs from E15.5 *Wt1KO^ΔEC^*. Significantly up- and downregulated genes (*P*<0.05, and Log2FC>|0.58|) were used for this analysis; GO enrichment analysis was performed using a two-tailed hypergeometric test; the *P*-value was corrected using a Bonferroni step-down. Only Grouped GO Terms with *P*<0.05 are displayed (dotted line). (D) Venn diagram of a comparative analysis of deregulated genes from the transcriptomic profile of *Wt1KO*^Δ*EC*^ with DEGs during coronary EC remodeling. (D′) Up- and downregulated genes corresponding to both analyses. Numbers in bold indicate the total number of signatures common to the two analyses.

Next, we compared the transcriptomic profile of coronary ECs from the *Wt1KO^ΔEC^* mice generated in this study with the transcriptomic profile of developing coronary ECs published recently (Gónzalez-Hernández et al., 2020). This profile spans the active coronary angiogenic phase (E13.5) to the remodeling and maturation phase of embryonic coronary ECs (E17.5) (Gónzalez-Hernández et al., 2020). Interestingly, 284 DEGs in *Wt1KO^ΔEC^* belonged to genes expressed in coronary ECs during these different phases, of which 55.28% were downregulated and 44.72% were upregulated (Fig. 4D, Table S4). Out of these 157 downregulated genes in *Wt1KO^ΔEC^*, 85.35% were genes whose expression increased dynamically from E13.5 to E17.5. Conversely, 86.61% of the 127 upregulated genes in the *Wt1KO^ΔEC^* were genes abundantly expressed in coronary ECs in the angiogenic phase that decreased over the course of coronary EC maturation (Table S4).

Among the genes that were downregulated in *Wt1KO^ΔEC^* and increased dynamically over the course of coronary development were several that are important regulators of EC functions, such as *Apln*, *Cd109*, *Lpar4*, *Meox2*, *Jag2*, *Igfbp7* and *Aoc3*. 

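*Lpar4* was at 156 ± 28.3 CPM in *Control ΔEC* and 102 ± 3.21 CPM in *Wt1KO ΔEC* (log2 fold change -0.61, standard error 0.17, adjusted p = 0.220 from edgeR's quasi-likelihood test). Over all alternatives its log2 fold change ranged from -0.75 to -0.21, with adjusted p-values up to 0.818. With single libraries left out it stayed between -0.75 and -0.53. *Cd109* was at 182.4 ± 22.9 CPM in *Control ΔEC* and 123 ± 5.81 CPM in *Wt1KO ΔEC* (log2 fold change -0.57, standard error 0.15, adjusted p = 0.209), and *Meox2* at 135 ± 43.6 CPM in *Control ΔEC* and 75.7 ± 5.38 CPM in *Wt1KO ΔEC* (log2 fold change -0.84, standard error 0.24). *Aoc3* was the only one of the 7 genes that was a DEG in edgeR, and 6 of the 7, all but *Cd109*, were DEGs in DESeq2. For all 7 the libraries of the genotypes did not overlap, but the study chose these genes on the same libraries. The expression of these genes over coronary development, which the paper took from another dataset, was not analysed here.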

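*Gata4* was at 30.9 ± 16.8 CPM in *Control ΔEC* and 93.8 ± 5.40 CPM in *Wt1KO ΔEC* (log2 fold change 1.60, standard error 0.33, adjusted p = 0.120 from edgeR's quasi-likelihood test), and *Sox9* at 4.10 ± 1.64 CPM in *Control ΔEC* and 10.4 ± 1.78 CPM in *Wt1KO ΔEC* (log2 fold change 1.34, standard error 0.42, adjusted p = 0.245). *Lif*, *Irx6*, *Egfl6* and *Lama1* were at or under the floor of 3 counts in every *Control ΔEC* library and had means of 1.57, 0.992, 1.51 and 0.952 CPM in *Wt1KO ΔEC*. Against that floor, they were at least 20.3-fold, 12.8-fold, 19.5-fold and 12.3-fold higher in *Wt1KO ΔEC*. *Egfl6* had 0, 68 and 66 counts and *Lif* 0, 44 and 88 counts in *Wt1KO ΔEC* replicates 1, 2 and 3, so replicate 1 did not share the rise of either. Without *Wt1KO ΔEC* replicate 3 the bound was 7.99-fold for *Lif* and 12.4-fold for *Egfl6*. None of the 6 genes was a DEG in edgeR, where the lowest adjusted p was that of *Gata4* and the highest 0.267 for *Lif*, and all 6 had an unadjusted p under 0.05. All 6 were DEGs in DESeq2, with adjusted p-values from 4.6e-04 to 0.0303; these genes too were chosen by the study on these libraries.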

Meanwhile, among the upregulated genes that should decrease their expression over the course of coronary development, we found, *Lif*, *Irx6*, *Egfl6*, *Sox9*, *Gata4* and *Lama1* (Table S4 and Fig. S5D). The comparison of both transcriptomic profiles suggests that mutant ECs fail to upregulate genes that belong to the more mature stages and remain at a more primitive stage (Fig. 4D, Fig. S5 and Table S4). Collectively, these analyses reveal that WT1 is a major regulator of the transcriptomic signature of coronary ECs cells and identify potential functional defects involved in the phenotype of *Wt1KO^ΔEC^* mice.

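The paper's text, the labels of Fig. 4B and the plots of Fig. S6 name 65 genes as changed between the genotypes. Of these, 33 are named as higher and 32 as lower in *Wt1KO ΔEC*, and each had the stated direction in edgeR's fit. Of these, 5 were DEGs by edgeR's quasi-likelihood test and 62 by DESeq2. All 65 had an unadjusted p under 0.05 in edgeR and, adjusted over the list alone, an adjusted p under 0.05; the list was chosen by the study on these libraries and is not independent evidence. In 61 of the 65 the libraries of the genotypes did not overlap, where chance gives 10%. From the DEGs, the enriched GO terms and the comparison with developing coronary ECs, the paper concludes that WT1 is a major regulator of the transcriptome of coronary ECs.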

### Coronary EC proliferation and migration are affected in *Wt1KO^ΔEC^* mice

As many DEGs in the *Wt1KO^ΔEC^* transcriptome are involved in regulation of EC proliferation (Table S3 and Fig. S6A), and we found a reduction in coronary ECs in *Wt1KO^ΔEC^* mice, we investigated whether EC proliferation is affected in mutant mice. 

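Fig. S6A, which its legend assigns to positive regulation of EC proliferation, holds 14 genes. Of these, the 6 drawn as upregulated were higher and the 8 drawn as downregulated were lower in *Wt1KO ΔEC*. None of the 14 was a DEG by edgeR's quasi-likelihood test, where their adjusted p-values lay between 0.0979 and 0.341 and all 14 had an unadjusted p under 0.05; all 14 were DEGs in DESeq2, but the study chose them on these libraries. The largest rises were those of *F3* (1.81 on the log2 scale, standard error 0.37), *Mdk* (1.47, standard error 0.23) and *Bmp2* (1.37, standard error 0.23). *Gdf2* and *Agtr1a* were at or under the floor of 3 counts in every *Wt1KO ΔEC* library, at least 21.7-fold and 13.7-fold lower than in *Control ΔEC*, and *Agtr1a* had 44, 0 and 82 counts in *Control ΔEC* replicates 1, 2 and 3, so that without *Control ΔEC* replicate 3 its bound was 5.27-fold. *Hmox1* fell by 0.84 (standard error 0.20) and *Rptor* by 0.73 (standard error 0.21) on the log2 scale. Of 15 cell cycle genes on a preset list, 8 were higher and 7 lower in *Wt1KO ΔEC*, with log2 fold changes from -0.39 for *Mki67* to 0.64 for *Plk1* and a median of 6.88e-04. None was a DEG in edgeR or DESeq2, and 4 of them had an unadjusted p under 0.05 in edgeR. As a set they did not pass the threshold of limma's camera test (adjusted p = 0.271).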

Control and *Wt1KO^ΔEC^* embryos previously administered with BrdU were immunostained using antibodies against ERG transcription factor – a marker of EC and anti-BrdU (Fig. 5A). Quantification of the immunostaining analysis revealed a reduction in the percentage of proliferating ECs (%BrdU^+^/ERG^+^ cells) within the compact myocardium of *Wt1KO^ΔEC^* hearts, compared with control littermates (Fig. 5B).

**Fig. 5.**
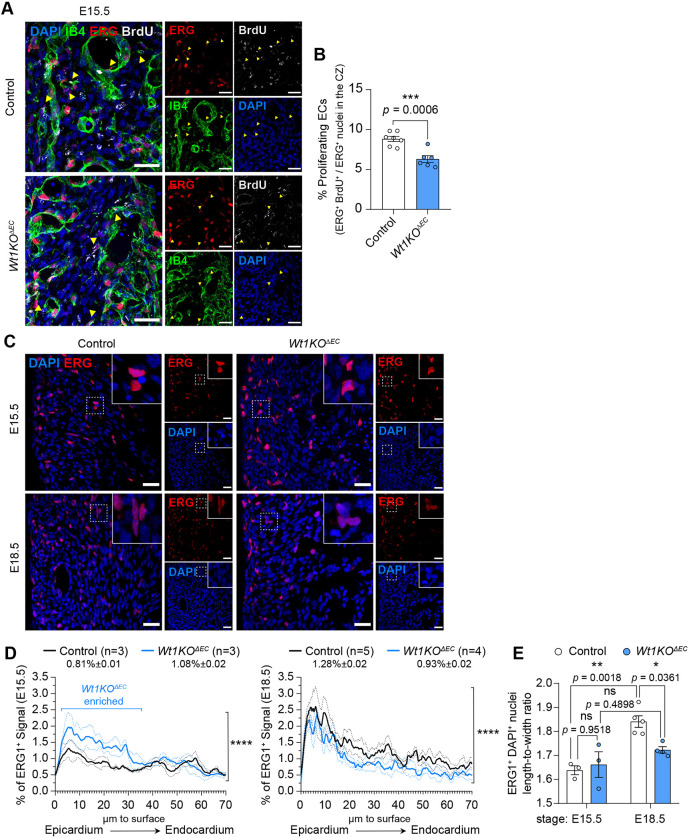
***Wt1KO* ECs exhibited impaired cell proliferation and migration.** (A) E15.5 heart sections from control and *Wt1KO*^Δ*EC*^ mice treated with BrdU were immunostained with antibodies against ERG (red), BrdU (white) and IB4 (green), and counterstained with DAPI (blue). (B) Quantitation of proliferative ECs (%BrdU^+^ERG^+^/ERG^+^) from control and *Wt1KO^ΔEC^*. Data are mean±s.e.m. (*n*=6 or 7). ***P<0.001, unpaired *t*-test. (C) Immunostaining for ERG (red) and nuclear DAPI staining (blue), using heart sections from control and *Wt1KO^ΔEC^* at the indicated stages. (D) Quantitation of ERG^+^ immunostaining localization, reported as a percentage of intensity within a particular bin against the distance from the epicardium surface. Data are mean±s.e.m. from control (*n*=3, E15.5; *n*=5, E18.5) and *Wt1KO^ΔEC^* hearts (*n*=3, E15.5; *n*=4, E18.5). ****P<0.0001 (Mann–Whitney test). (E) Quantitation of the length-to-width ratio of ERG^+^ nuclei. Data are mean±s.e.m. from control (*n*=3, E15.5; *n*=5, E18.5) and *Wt1KO^ΔEC^* hearts (*n*=3, E15.5; *n*=4, E18.5) of comparable compact myocardium fields *P<0.05, **P<0.01 (two-way ANOVA). Scale bars: 25 µm in A; 50 µm in C.

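Fig. S6B, which its legend assigns to negative regulation of cell motility, holds 26 genes. Of these, the 16 drawn as upregulated were higher and the 10 drawn as downregulated were lower in *Wt1KO ΔEC*. For all 26 the libraries of the genotypes did not overlap, all 26 had an unadjusted p under 0.05, and all 26 were DEGs in DESeq2, which is not independent evidence because the study chose these genes on the same libraries. *Mif* was the only DEG in edgeR's quasi-likelihood test, at 91.9 ± 4.29 CPM in *Control ΔEC* and 204 ± 18.9 CPM in *Wt1KO ΔEC* (adjusted p = 0.0441), and the other 25 had adjusted p-values up to 0.251. Among the genes drawn as upregulated, log2 fold changes were 3.32 ± 0.58 for *Gm13304*, 1.50 ± 0.38 for *Spint2* and 1.33 ± 0.24 for *Bst2* (± standard error). *Gm13304* is a copy of the chemokine gene *Ccl21a* and the copies can share reads, so its level is uncertain. *Adora1* and *Stk26* had no counts in any *Control ΔEC* library and were at least 15.9-fold and 10.9-fold higher in *Wt1KO ΔEC* than the floor, and at least 8.56-fold and 6.16-fold without *Wt1KO ΔEC* replicate 3. Among the genes drawn as downregulated, log2 fold changes were -2.33 ± 0.56 for *Ccn3*, -1.08 ± 0.23 for *Bcl2*, -1.03 ± 0.20 for *Srgap1*, -1.02 ± 0.30 for *Nav3*, -0.96 ± 0.26 for *Crk* and -0.90 ± 0.28 for *Dpysl3*. Without *Control ΔEC* replicate 3, *Ccn3* changed by -1.97 and *Nav3* by -0.71. Without *Control ΔEC* replicate 1, *Crk* changed by -0.70 and *Dpysl3* by -0.56, inside the limit of 0.58.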

GO analysis of RNA-Seq data also revealed DEGs in *Wt1KO^ΔEC^* related to biological processes such as blood vessel development and cell motility (Fig. 4C and Fig. S6B). Thus, we decided to analyse whether cell migration and differentiation was affected in *Wt1KO^ΔEC^* hearts. To begin investigating the impact of *Wt1* deletion on the aforementioned processes, we immunostained sections from control and *Wt1KO^ΔEC^* hearts immediately after the onset of arterial flow (E15.5) and at a later stage (E18.5) against nuclear ERG to check for endothelial location (Fig. 5C). Localization of the ERG^+^ staining signal was quantified to confirm alteration of the EC migration (Fig. 5D). Quantification of ERG^+^ nucleus localization revealed an inappropriate accumulation of ECs near the epicardial surface in *Wt1KO^ΔEC^* hearts at E15.5 (Fig. 5D). ERG staining was also used to determine the nuclear shape/morphology of coronary ECs, as it has recently been demonstrated that there is a switch from a round to a spindle morphology over the course of EC maturation (Franco et al., 2016; Quijada et al., 2021). Next, the length-to-width ratio of ERG^+^ nuclei was quantified as an indicator of EC maturity: values close to 1 indicate a nuclear shape similar to a perfect circle, whereas higher numbers indicate nuclei elongation. A considerable change in nuclear shape was observed between E15.5 and E18.5 in control hearts, but the nuclei of *Wt1KO^ΔEC^* cells retained the shape of the more immature stage (Fig. 5E).

Having observed proliferation and migration defects in ECs from *Wt1KO^ΔEC^ in vivo*, we decided to examine the effect of *Wt1* deletion *in vitro*, without the potential side effects of altered heart development. We then generated primary cultures of ECs from tamoxifen-inducible *Wt1KO* mice. Analysis of CDH5 (VE-cadherin) and WT1 immunostaining revealed their endothelial identity and the expression of WT1 in these primary cultures (Fig. S7A). Moreover, qRT-PCR analysis confirmed that *Wt1* expression was significantly downregulated after 72 h of tamoxifen treatment (Fig. S7B). Next, performing transwell migration and BrdU proliferation assays, we found that, as in the *in vivo* situation, *in vitro* deletion of *Wt1* impairs these two processes in ECs (Fig. S7C,D). This demonstrates the cell-autonomous role of WT1 in the regulation of ECs proliferation and migration. Taken together, these data indicate that deletion of *Wt1* in coronary ECs impairs their proliferation, migration and maturation properties.

### Impairment of coronary EC differentiation in *Wt1KO^ΔEC^* mice

Coronary vessel differentiation requires re-specification of immature ECs towards arterial cell fate in deeper myocardium and towards venous cell fate in subepicardial myocardium (Gónzalez-Hernández et al., 2020). Taking into account our previous results, we interrogated DEGs from our RNA-Seq data against recognized venous and coronary artery markers (Gónzalez-Hernández et al., 2020; Su et al., 2018). 

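*Apln* (chromosome X, 47114019 to 47123775) was at 140.4 ± 27.9 CPM in *Control ΔEC* and 70.2 ± 11.8 CPM in *Wt1KO ΔEC* (log2 fold change -0.9997, standard error 0.20, adjusted p = 0.114 from edgeR's quasi-likelihood test). Of the venous markers, *Col3a1* was at 319 ± 65.1 CPM in *Control ΔEC* and 624 ± 53.0 CPM in *Wt1KO ΔEC* (log2 fold change 0.97, standard error 0.18, adjusted p = 0.110), *Cpe* at 122.5 ± 16.1 CPM in *Control ΔEC* and 210.0 ± 33.6 CPM in *Wt1KO ΔEC* (log2 fold change 0.78, standard error 0.18, adjusted p = 0.165), and *Rcn3* at 52.6 ± 7.45 CPM in *Control ΔEC* and 120.5 ± 31.2 CPM in *Wt1KO ΔEC* (log2 fold change 1.20, standard error 0.22, adjusted p = 0.108). *Dcn* was at 33.6 ± 12.6 CPM in *Control ΔEC* and 65.7 ± 9.56 CPM in *Wt1KO ΔEC* (log2 fold change 0.97, standard error 0.29, adjusted p = 0.242). *Col1a1* was the only DEG in edgeR among these 6 genes, and all 6 were DEGs in DESeq2. Adjusted over the list alone, all 6 had an adjusted p under 0.05, with the list chosen by the study on these libraries. *Col1a1*, *Col3a1* and *Dcn* were also on a preset list of fibroblast markers.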

We found downregulation of *Apln* and overexpression of various venous markers, such as *Col1a1*, *Col3a1*, *Cpe*, *Dcn* and *Rcn3* (Fig. S6C). Expression of other canonical venous signatures, such as *Tek*, *Nrp2*, *Aplnr*, *Aqp1*, *Dab2*, *Ephb4*, *Emcn* and *Nr2f2*, did not change significantly (Table S2). 

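None of these 8 genes was a DEG in edgeR or in DESeq2, and 2 of the 8, *Nr2f2* and *Emcn*, had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. *Nr2f2* was at 9.27 ± 1.26 CPM in *Control ΔEC* and 17.4 ± 4.15 CPM in *Wt1KO ΔEC* (log2 fold change 0.91, standard error 0.29, adjusted p = 0.258), and its adjusted p in DESeq2 was 0.0531. Log2 fold changes of the others were 0.41 for *Ephb4*, 0.41 for *Emcn*, 0.25 for *Dab2*, -0.16 for *Aplnr*, -0.21 for *Tek*, -0.25 for *Nrp2* and -0.31 for *Aqp1*, with standard errors from 0.15 to 0.20. Together with *Apln* and the venous genes that the study names as changed, which it chose on these libraries, the 14 genes had a median log2 fold change of 0.41 and were higher as a set in *Wt1KO ΔEC* by limma's camera test (p = 0.00863 with a preset correlation between genes of 0.01, in a family of 2 lists with the arterial genes). That call held under limma's fry test (p = 0.00164), but with the correlation between genes estimated from the data only at an unadjusted p (0.0492). The call is not independent evidence: the 8 genes alone had a median of 0.05, with 4 higher and 4 lower. With library size as the only scaling, the median was 0.25, where the median of all genes tested was -0.18 against -0.03 with TMM.

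**Figure D3:**
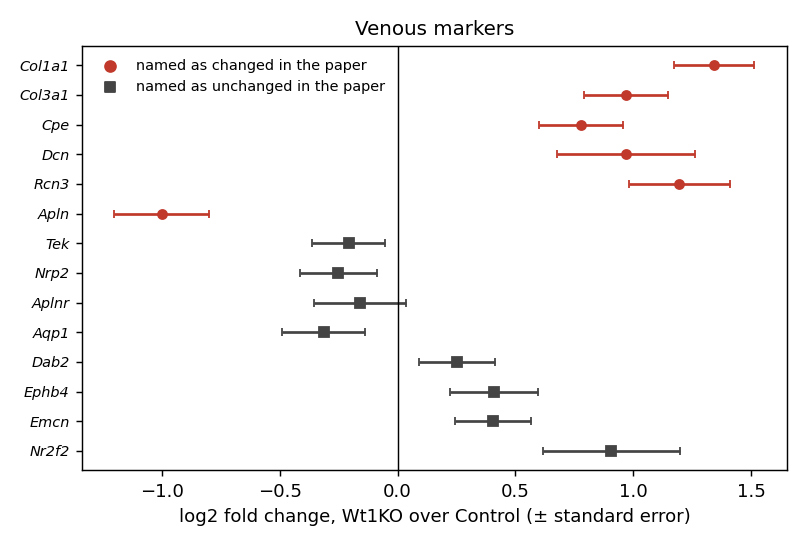
Log2 fold change (*Wt1KO ΔEC* over *Control ΔEC*, x axis) with standard error for *Apln* and the 13 venous genes named in the paper, n = 3 libraries per genotype; circles are genes the paper names as changed and squares those it names as unchanged. Values run from -0.9997 for *Apln* to 1.34 for *Col1a1*.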

To interrogate the distribution of venous ECs, immunofluorescence staining was performed at E18.5 on *Wt1KO^ΔEC^* hearts to visualize EMCN^+^ ECs, which displayed sub-epicardial localization in control E18.5 hearts. Quantitative analysis showed that the percentage of EMCN^+^ staining in the compact myocardium was increased in *Wt1KO^ΔEC^* mice (Fig. 6A,B).

**Fig. 6.**
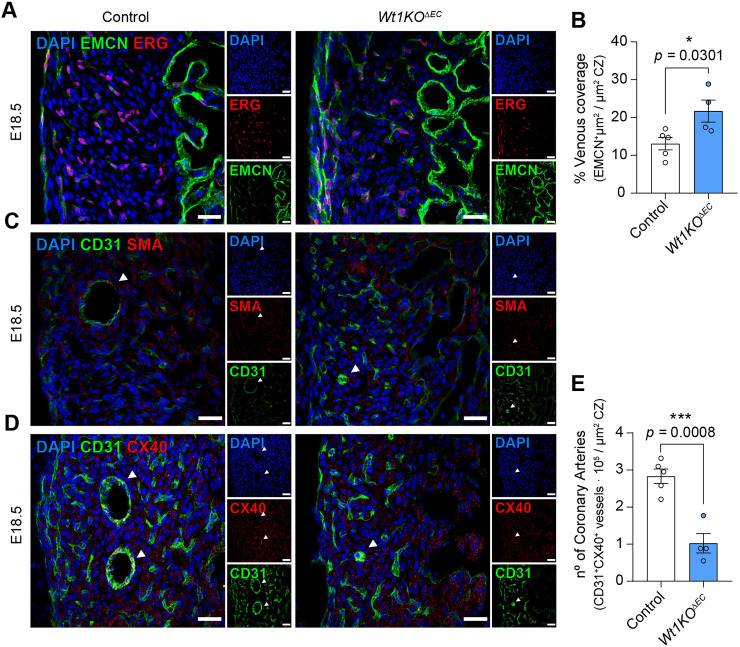
***Wt1KO^ΔEC^* hearts display an altered pattern of venous and arterial specification.** (A) Immunostaining for ERG (red), EMCN (green) and nuclear DAPI staining (blue), using heart sections from control and *Wt1KO^ΔEC^* E18.5 mice. Accumulation of EMCN^+^ vessels is observed in the subepicardial region of *Wt1KO^ΔEC^* hearts. (B) Quantitation of EMCN^+^ signal in the compact myocardium zone (CZ) shows increased percentage of venous coverage. Data are mean±s.e.m. *n*=5. *P<0.05 (unpaired *t*-test). (C) Immunofluorescence staining for PECAM (green) and SMA (red), and nuclear DAPI staining (blue), using heart sections from control and *Wt1KO^ΔEC^* mice at E18.5. Very few SMA-covered CD31^+^ vessels are observed in the CZ of *Wt1KO^ΔEC^* hearts. (D) Immunofluorescence staining of section from E18.5 hearts with antibodies against CD31 (green) and CX40 (red, arterial ECs) reveals small-calibre arteries in the *Wt1KO^ΔEC^*. (E) Quantitation of CX40^+^CD31^+^ vessels within the CZ. Data are mean±s.e.m. *n*=4 or 5. ***P<0.001 (unpaired *t*-test). Scale bars: 25 µm.

Given that loss of *Wt1* impairs venous differentiation, it is to be expected that arterialization might also be affected. 

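*Tox2* was at 52.1 ± 6.11 CPM in *Control ΔEC* and 23.9 ± 1.23 CPM in *Wt1KO ΔEC* (standard error of the log2 fold change 0.19) and *St8sia6* at 31.1 ± 11.0 CPM in *Control ΔEC* and 10.6 ± 0.571 CPM in *Wt1KO ΔEC* (standard error 0.29). *Rgs5* was at 118.6 ± 79.4 CPM in *Control ΔEC* and 20.9 ± 4.00 CPM in *Wt1KO ΔEC* (log2 fold change -2.50, standard error 0.57, adjusted p = 0.163 from edgeR's quasi-likelihood test), and single *Control ΔEC* libraries lay between 26.8 and 165 CPM. *Epas1* was at 530.1 ± 65.7 CPM in *Control ΔEC* and 335 ± 62.8 CPM in *Wt1KO ΔEC* (log2 fold change -0.66, standard error 0.18, adjusted p = 0.217), *Nos2* at 38.3 ± 5.48 CPM in *Control ΔEC* and 22.6 ± 3.78 CPM in *Wt1KO ΔEC* (log2 fold change -0.76, standard error 0.22, adjusted p = 0.224), and *Jag2* at 56.9 ± 10.8 CPM in *Control ΔEC* and 32.8 ± 3.22 CPM in *Wt1KO ΔEC* (log2 fold change -0.80, standard error 0.20, adjusted p = 0.199). *Hes1* was at 48.2 ± 4.90 CPM in *Control ΔEC* and 84.5 ± 7.05 CPM in *Wt1KO ΔEC* (log2 fold change 0.81, standard error 0.16, adjusted p = 0.114) and *Igfbp3* at 1091 ± 319 CPM in *Control ΔEC* and 2202 ± 63.6 CPM in *Wt1KO ΔEC* (log2 fold change 1.01, standard error 0.21, adjusted p = 0.134). *Notch4* was at 285 ± 166 CPM in *Control ΔEC* and 135 ± 6.44 CPM in *Wt1KO ΔEC* (log2 fold change -1.08, standard error 0.41, adjusted p = 0.319), with adjusted p = 0.0861 in DESeq2, and its libraries overlapped between the genotypes. Its log2 fold change moved from -1.48 to -0.66 as single libraries were left out, and it was a DEG in edgeR only without *Control ΔEC* replicate 3. None of the 9 genes was a DEG in edgeR with all libraries, where all 9 had an unadjusted p under 0.05, and 8, all but *Notch4*, were DEGs in DESeq2; the study chose the 9 genes on these libraries.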

Changes in arterial markers were also modulated in the RNA-Seq data, as we observed a downregulation of *Rgs5*, *St8sia6*, *Nos2*, *Tox2*, *Epas1*, *Notch4* and *Jag2*, and an upregulation of *Hes1* and *Igfbp3* (Fig. S6C and Table S2). 

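Of 16 further arterial genes, none was a DEG in edgeR or DESeq2 with all libraries, and 3 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. These were *Cxcl12*, at 124 ± 10.0 CPM in *Control ΔEC* and 83.7 ± 16.7 CPM in *Wt1KO ΔEC* (log2 fold change -0.57, standard error 0.18, adjusted p = 0.258), *Cxcr4*, at 14.1 ± 2.06 CPM in *Control ΔEC* and 22.8 ± 4.35 CPM in *Wt1KO ΔEC* (log2 fold change 0.69, standard error 0.25, adjusted p = 0.302), and *Ptp4a3*, at 374 ± 225 CPM in *Control ΔEC* and 169 ± 30.2 CPM in *Wt1KO ΔEC* (log2 fold change -1.15, standard error 0.46, adjusted p = 0.335). *Ptp4a3* was a DEG in edgeR in 1 of the 6 fits that each left out a library. Its log2 fold change moved from -1.57 (without *Control ΔEC* replicate 3) to -0.81 (without *Control ΔEC* replicate 2) over these fits. *Chst1* and *Efnb2* changed by -1.07 (standard error 0.53) and -0.33 (standard error 0.15) on the log2 scale. With single libraries left out, *Chst1* ranged from -1.44 (without *Control ΔEC* replicate 3) to -0.32 (without *Control ΔEC* replicate 1). Log2 fold changes of the others were -0.35 for *Kcnj8*, -0.15 for *Gpc4*, -0.37 for *Gja4*, -0.60 for *Gja5*, -0.16 for *Unc5b*, -0.32 for *Mecom*, -0.20 for *Nrp1*, -0.27 for *Sat1*, -0.13 for *Dll4*, 0.13 for *Hey1* and -0.05 for *Slc45a4*. Of the 16 genes, 14 were lower in *Wt1KO ΔEC*, though for *Slc45a4*, *Gpc4*, *Gja4* and *Dll4* the direction changed with single libraries left out or with other settings, as it did for *Hey1*, which was higher. *Gja5* and *Mecom* stayed lower, but without *Control ΔEC* replicate 2 they changed by only -0.26 and -0.04. The 25 arterial genes that the paper names had a median log2 fold change of -0.35 and were lower as a set by limma's camera test (p = 0.00133), but the study selected 9 of them as changed on these libraries; the 16 genes had a median of -0.29. That call held under fry (p = 0.0480) but not with the correlation between genes estimated from the data (p = 0.180).

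**Figure D4:**
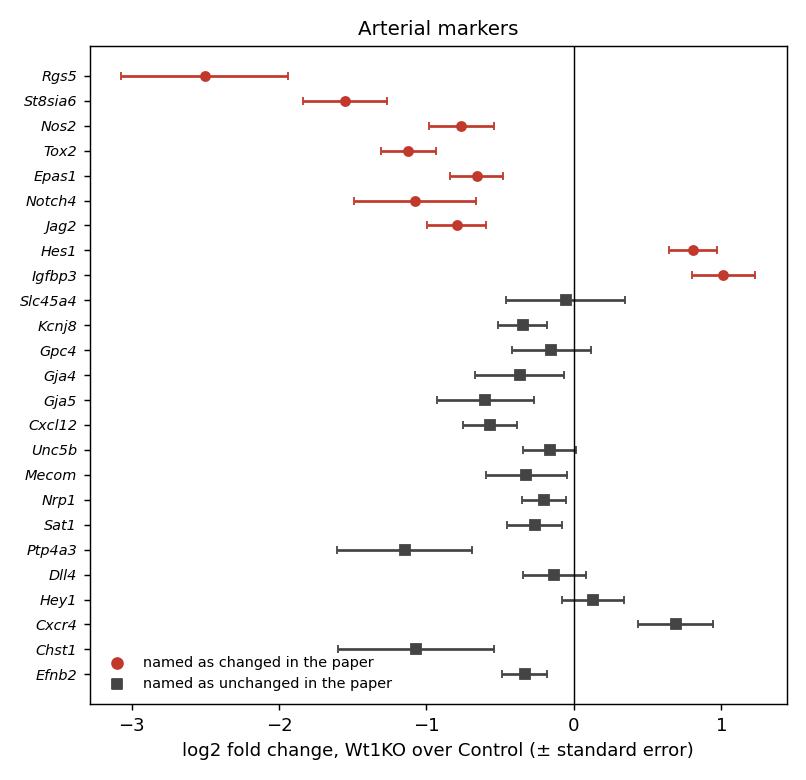
Log2 fold change (*Wt1KO ΔEC* over *Control ΔEC*, x axis) with standard error for the 25 arterial genes named in the paper, n = 3 libraries per genotype; circles are genes the paper names as changed and squares those it names as unchanged. Values run from -2.50 for *Rgs5* to 1.01 for *Igfbp3*.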

Other arterial genes such as *Slc45a4*, *Kcnj8*, *Gpc4*, *Gja4*, *Gja5*, *Cxcl12*, *Unc5b*, *Mecom*, *Nrp1*, *Sat1*, *Ptp4a3*, *Dll4*, *Hey1*, *Cxcr4*, *Chst1* and *Efnb2* did not show significant changes in expression (Table S2). To examine the distribution of mature arterial ECs, which display mid-myocardial localization in E18.5 control hearts, we performed immunofluorescence staining against the VMSC marker SMA and the arterial marker CX40. ECs surrounded by SMA^+^ VSMCs were scarce in the compact myocardium (Fig. 6C). Compared with control, CX40^+^CD31^+^ vessels in the *Wt1KO^ΔEC^* appeared as discontinuous patches of cells with much smaller lumens (Fig. 6D). Quantification of CD31^+^CX40^+^ vessels within the compact myocardium revealed a significant reduction in artery numbers in the *Wt1KO^ΔEC^* heart (Fig. 6E). Altogether, these findings demonstrate that deletion of *Wt1* in coronary ECs alters both the venous and arterial identity.

### Abnormal coronary artery development after late *Wt1* deletion in ECs

Given the requirement of WT1 during the initial phases of coronary plexus formation, we next analysed the effect of *Wt1* deletion during more mature phases, by administering tamoxifen from E14.5 to E16.5 (Fig. 7A and Fig. S8A). CD31 staining of this late *Wt1KO^ΔEC^* mouse model (*^Late^Wt1KO^ΔEC^*) at E18.5 demonstrated diminished coronary vascular density in the *^Late^Wt1KO^ΔEC^* compact myocardium zone of the heart (Fig. 7B,C). However, in contrast to the early model in which both venous and arterial specification were affected, ECM and CX40 staining in these *^Late^Wt1KO^ΔEC^* mice demonstrated that only the arterial differentiation was altered, supporting an additional role for WT1 in the regulation of coronary blood vessel development (Fig. 7D-G). On the other hand, quantification of compact and trabecular myocardium showed a decrease in the left ventricle compact myocardium zone in *^Late^Wt1KO^ΔEC^* hearts, and a small trabecular myocardium compensation in the same ventricle. However, these differences were not significant (Fig. S8B-D). Altogether, these data demonstrate that WT1 is a crucial gene for the embryonic development of coronary ECs and continues to play an important role beyond the early formation of the coronary plexus.

**Fig. 7.**
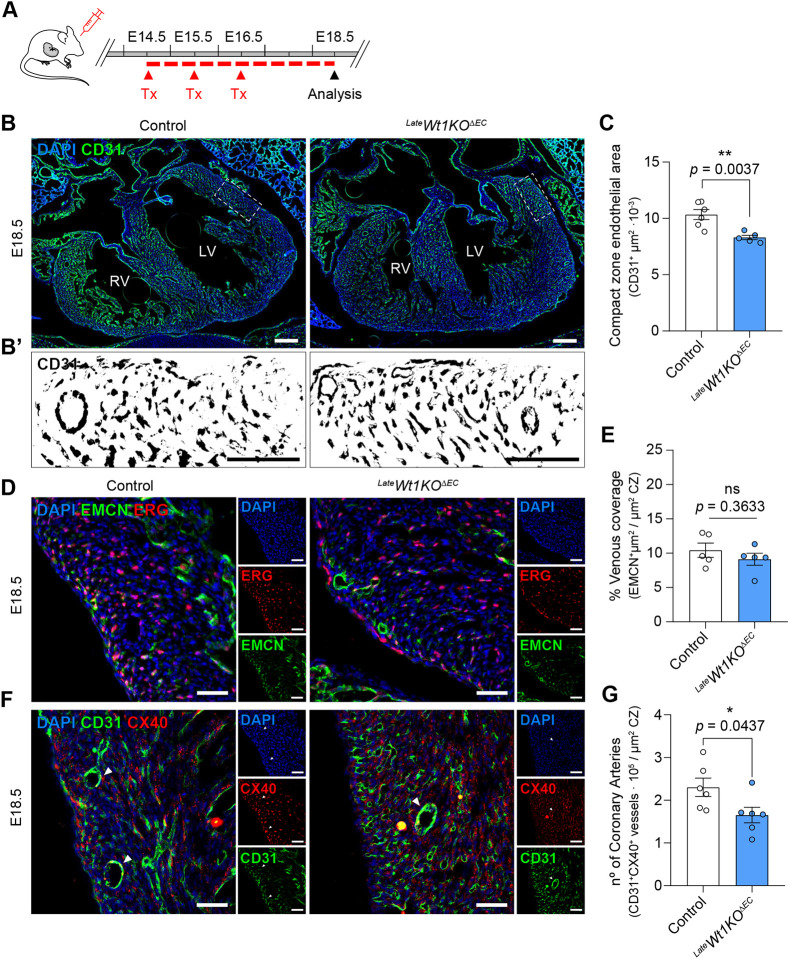
**Late *Wt1* deletion in coronary ECs affects coronary artery development.** (A) Schematic illustration showing the experimental protocol strategy to obtain and analyse a late *Wt1KO^ΔEC^* (*^Late^Wt1KO^ΔEC^)* mouse model. Pregnant mice were administered tamoxifen from E14.5 to E16.5 and embryos were analysed at E18.5. (B) Immunofluorescent staining for CD31 (green) and nuclear DAPI (blue), using heart sections from control and *^Late^Wt1KO^ΔEC^* at E18.5. (B′) Magnified images of CD31 staining from the areas outlined in B. (C) Quantitation of the CD31^+^ signal in the compact myocardium zone (CZ) reveals a reduction in the endothelial area of *^Late^Wt1KO^ΔEC^* hearts. Data are mean±s.e.m. *n*=5 or 6. *P<0.05 (unpaired *t*-test). (D) Immunostaining for endomucin (EMCN, green), ERG (red) and DAPI (blue) on E18.5 heart sections from control and *^Late^Wt1KO^EC^* mice. (E) Quantitation of EMCN^+^ signal in the CZ shows no alteration in venous coverage in *^Late^Wt1KO^EC^* hearts. Data are mean±s.e.m. *n*=5. ns: *P*≥0.05 (unpaired *t*-test). (F) Immunofluorescent staining of heart section from E18.5 hearts with antibodies against CD31 (green) and CX40 (red). (G) Quantitation of CX40^+^CD31^+^ vessels within the CZ reveals a reduction of arteries in the *^Late^Wt1KO^ΔEC^*. Data are mean±s.e.m. *n*=6. *P<0.05 (unpaired *t*-test). Scale bars: 250 µm in B; 100 µm in B′; 50 µm in D,F.

## DISCUSSION

The identification of new genes and pathways involved in physiological blood vessel formation is indispensable for the development of new therapies that promote angiogenesis after MI (Lupu et al., 2020). Here, using an inducible EC-specific *Wt1KO* mouse model, we demonstrate that WT1 in ECs is required for coronary angiogenesis and allows coronary vessels to support myocardial growth. Our study also provides strong evidence of WT1 as major regulator of the signature of coronary ECs, as the transcriptomic profile of coronary ECs from *Wt1KO^ΔEC^* mice revealed the dysregulation of crucial genes that are modulated over the course of coronary EC development (Gónzalez-Hernández et al., 2020).

Since the initial characterization of conventional *Wt1KO* mice, cardiovascular biologists have known that *Wt1* is a crucial gene for heart development (Moore et al., 1999). Nevertheless, most of the cardiovascular defects observed in *Wt1KO* mouse models with defects in heart development have mainly been attributed to WT1 functions in the epicardium and EPDCs (Guadix et al., 2011; Martinez-Estrada et al., 2010; Moore et al., 1999; Velecela et al., 2013, 2019; von Gise et al., 2011). Over the past two decades, several studies have demonstrated the expression of WT1 in coronary ECs during heart development and after MI (Duim et al., 2015; Wagner et al., 2002). In addition, recent studies have elegantly combined reporter mouse models with single-cell transcriptomic approaches, unequivocally demonstrating the endogenous expression of *Wt1* in coronary ECs during development and after MI (Forte et al., 2020). Despite the importance of these findings and their putative consequences for heart development and repair, little was known about the role of WT1 in coronary ECs. The analysis of the *Wt1KO^ΔEC^* mutant mice generated in this study reveals that conditional deletion of *Wt1* in ECs during the initial coronary angiogenic phase impairs the proliferation, migration and differentiation of immature coronary ECs and their subsequent remodeling into coronary arteries and veins. In *Wt1KO^ΔEC^* mice we observed defects in compact myocardium development that correlate with an expansion of the trabecular myocardium. The early lethality of the conventional *Wt1KO* mouse model has probably precluded the observation of this phenotype before (Kreidberg et al., 1993; Moore et al., 1999). As multiple mouse models with defective coronary vessel development display abnormal growth of the myocardium, we hypothesize that the myocardial defects observed in *Wt1KO^ΔEC^* mice might be due to defective signals from coronary ECs of the growing coronary plexus (D'Amato et al., 2016; Rhee et al., 2018; Travisano et al., 2019). In the more mature stages, restricted growth of the mutant myocardium may also be due to a combination of a reduction in angiocrine signals and the low diffusion capacity of oxygen and nutrients produced by a defective vasculature. Further studies are now needed to evaluate the frequency of *Wt1KO^ΔEC^* mice in the adult population.

Combining the transcriptomic data generated in this study with the transcriptomic profile of developing coronary ECs recently published by González-Hernández et al. has unequivocally demonstrated that WT1 expression exerts a major impact on the molecular signature of coronary ECs (Gónzalez-Hernández et al., 2020). During coronary blood vessel development, ECs derived from the SV lose their venous endothelial identity while gradually increasing the expression of arterial vessels (Su et al., 2018). In coronary ECs from *Wt1KO^ΔEC^* mice, we found a downregulation of several genes that are upregulated over the course of coronary blood vessel development, including arterial genes. We also observed the sustained expression of genes that should be downregulated over the course of coronary EC maturation. We reasoned that this gene signature demonstrates that mutant ECs remain in a more undifferentiated state and are unable to gradually increase the expression of genes from later developmental stages. In *Wt1KO^ΔEC^* mice, the expression of *Sox17*, *Dach1* or *N2rf2*, which are important players in coronary EC differentiation, is not affected, which suggests that WT1 directly controls key events of coronary blood vessel development independent of these factors (Chang et al., 2017; Gónzalez-Hernández et al., 2020; You et al., 2005). 

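In the E15.5 libraries, *Sox17* was at 143 ± 33.4 CPM in *Control ΔEC* and 185 ± 24.0 CPM in *Wt1KO ΔEC* (log2 fold change 0.37, standard error 0.20, adjusted p = 0.479 from edgeR's quasi-likelihood test), and the libraries of the genotypes overlapped. *Dach1* was at 12.0 ± 7.01 CPM in *Control ΔEC* and 7.91 ± 2.17 CPM in *Wt1KO ΔEC* (log2 fold change -0.60, standard error 0.51, adjusted p = 0.714), also with overlap, and its log2 fold change ranged from -1.01 to -0.25 as single libraries were left out. Neither had an unadjusted p under 0.05. *Nr2f2* did, although it was not a DEG in edgeR or DESeq2, and every *Wt1KO ΔEC* library lay above every *Control ΔEC* library, as chance gives for 5% of genes.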

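In the E15.5 libraries, *Foxo1* (chromosome 3, 52175757 to 52260642) was at 67.1 ± 20.9 CPM in *Control ΔEC* and 36.2 ± 2.32 CPM in *Wt1KO ΔEC* (log2 fold change -0.89, standard error 0.24, adjusted p = 0.209 from edgeR's quasi-likelihood test). *Ets1* (chromosome 9, 32547517 to 32669116) was at 463 ± 79.9 CPM in *Control ΔEC* and 304 ± 25.4 CPM in *Wt1KO ΔEC* (log2 fold change -0.61, standard error 0.17, adjusted p = 0.217). The adjusted p of *Meox2* was 0.220. All 3 genes were lower in every *Wt1KO ΔEC* library than in every *Control ΔEC* library (5% by chance, although the study chose the genes on these libraries), none was a DEG in edgeR, where all 3 had an unadjusted p under 0.05, and all 3 were DEGs in DESeq2 (adjusted p = 0.0230, 0.0136 and 0.0261 for *Foxo1*, *Ets1* and *Meox2*).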

Among the many genes identified from the RNA-Seq analysis, *Foxo1*, *Meox2* and *Ets1* attracted our attention as they play an essential role in EC biology (Coppiello et al., 2015; Wilhelm et al., 2016; Wythe et al., 2013). It is therefore possible that some effects of WT1 on coronary ECs are dependent on their regulation, as some of these genes have been identified as WT1 targets (Motamedi et al., 2014). Although it would be very interesting to determine which of these genes are direct targets of WT1, the low number of ECs present in these embryonic hearts precludes ChIP sequencing analysis at these developmental stages.

In mouse, WT1 is expressed in ECs at different stages of coronary blood vessel development. In an attempt to determine whether WT1 expression is required for coronary EC development beyond the early phases of coronary plexus formation, we additionally generated a *^Late^Wt1KO^ΔEC^* mouse model. Interestingly, deletion of *Wt1* in ECs from E14.5 onwards, when the coronary plexus is already formed and pre-artery specification takes place, also led to a decrease in the coronary vascular density and defects in arterial differentiation. These findings demonstrate that WT1 is involved in several steps of coronary blood vessel development.

Here, we have shown for the first time that WT1 is required for physiological blood vessel formation in ECs and that its deletion during coronary plexus formation compromises myocardial development. The transcriptomic profile reported in this study constitutes an excellent resource for identifying new genes and pathways that are involved in the development of coronary ECs, as many of them are modulated during the course of this process. These findings have important implications for heart development and support further investigation of the role of WT1 in ECs in the revascularization of ischemic hearts.

## MATERIALS AND METHODS

### Animal models

The *Pdgfb^iCreERT2^, Wt1^LoxP^*, *R26^mTmG^* and UBC-Cre-ERT2 mice have been described previously (Claxton et al., 2008; Martinez-Estrada et al., 2010; Muzumdar et al., 2007; Ruzankina et al., 2007). In this study, we generated *Wt1^LoxP/+^*; *Pdgfb^iCreERT2/+^* and *Wt1^LoxP/LoxP^; Pdgfb^iCreERT2/+^* males, and *Wt1^LoxP/+^; R26^mTmG/mTmG^* and *Wt1^LoxP/LoxP^; R26^mTmG/mTmG^* females. Mating between *Wt1^LoxP/LoxP^; Pdgfb^iCreERT2/+^* males and *Wt1^LoxP/LoxP^* females allowed us to generate *Wt1^LoxP/LoxP^; Pdgfb^iCreERT2/+^* (*Wt1KO^ΔEC^*) and *Wt1^LoxP/LoxP^; Pdgfb^+/+^* (control) embryos. A second breeding strategy was followed by crossing *Wt1^LoxP/+^; Pdgfb^iCreERT2/+^* males with *Wt1^LoxP/+^; R26^mTmG/mTmG^* females to obtain *Wt1^LoxP/LoxP^; Pdgfb^iCreERT2^; R26^mTmG/+^* (*Wt1KO^ΔEC^*) and *Wt1^+/+^; Pdgfb^iCreERT2^; R26^mTmG/+^* (*Control^ΔEC^*) embryos from the same litter. Embryos were generated through timed matings, whereby females that had been mated overnight were checked for plugs early the following morning. The morning on which a plug was found was considered to be E0.5. Genotyping was carried out using DNA extracted from tail tip or ear biopsies. The primers used for genotyping are listed in Table S5. All animal experiments were carried out in accordance with the regulations of the Animal Experimentation Ethics Committee (CEEA) of the University of Barcelona (ID: PH3BYSQCC), thereby complying with current Spanish and European legislation.

### Tamoxifen dose

To induce Cre recombination, tamoxifen (Sigma-Aldrich, T5648) was dissolved in corn oil (Sigma-Aldrich, C8267) and administered at a dose of 75 mg tamoxifen/kg mouse weight. For pregnant mice, a stock of 20 mg tamoxifen/ml corn oil was administered through oral gavage (o.g.) by means of a stainless-steel feeding needle.

### Tissue processing and antibody staining

Mouse embryos obtained at the indicated stages were fixed with 4% paraformaldehyde (PFA) at 4°C for 2 h to overnight according to developmental stage. Depending on the immunostaining procedure, embryos were prepared for paraffin wax-embedded or frozen sections. Paraffin wax-embedded embryos were cut into 7 μm sections, deparaffinized in xylene and rehydrated with a serial ethanol gradient. For frozen sections, embryos were soaked in 15% and 30% sucrose sequentially, embedded in Tissue-Tek O.C.T. compound (Sakura) and frozen at −80°C. Embryos were then sectioned at 10 μm, mounted onto Superfrost Plus slides (Thermo Fisher Scientific) and stored at −80°C. For paraffin wax-embedded sections, an antigen retrieval procedure was carried out by boiling the samples in a pressure cooker for 15 min in citrate buffer (10 mM tri-sodium citrate 2-hydrate; pH 6.0); for cryosections, the antigen-retrieval step was carried out by boiling the samples at 60°C for 15 min in citrate buffer. The slides were then incubated in blocking serum [2% fetal bovine serum (FBS), 1% bovine serum albumin (BSA) in PBS with 0.1% Triton-X-100 (PBST)] for 2 h before being incubated overnight with the primary antibody at 4°C (see list of primary antibodies in Table S6). The slides were then washed with PBST, incubated at room temperature for 2 h with the appropriate secondary antibodies (listed in Table S7), stained with DAPI (Thermo Fisher Scientific, 62249) for 5 min for nuclear staining, and finally mounted with Fluoromount mounting medium (Sigma-Aldrich).

For immunofluorescent staining of whole-mount embryonic hearts, hearts were isolated in ice-cold PBS and immediately fixed in 4% PFA for 1 h at 4°C. Hearts were then permeabilized with PBST-0.5% for 1 h at room temperature, followed by incubation with blocking solution for at least 2 h at room temperature. Primary antibody incubation was performed for 48 h, at 4°C, with gentle rocking (see list of primary antibodies in Table S6). Hearts were then washed for 1 h with PBST-0.5%, four times at room temperature. Secondary antibody solution was incubated overnight, at 4°C, with gentle rocking (see Table S7). Four 1 h-washes with 0.5% PBST were performed at room temperature, and finally hearts were oriented (ventral/dorsal side facing down) in a glass-bottomed dish and immobilized with 1% agarose.

### BrdU injection and staining

To determine the number of proliferating cells, time-mated pregnant females were injected intraperitoneally with BrdU (Roche) solution (0.1 mg BrdU/kg mouse weight dose diluted in PBS) 2 h before they were euthanised. For complete DNA denaturation and exposure of the halogenated antigen, tissue sections were refixed with 4% PFA for 15 min, followed by a permeabilization step with 0.5% PBST. Sections were incubated with 2 N HCl solution for 60 min at 37°C, followed by incubation with 0.1 M boric acid (pH 8.5) for 30 min and PBS washes. Samples were incubated with blocking solution and the immunostaining procedure was followed, as previously described, using anti-BrdU (BD Biosciences, 3475-80; 1:100) and anti-BrdU (Abcam, ab6326; 1:100) primary antibodies (Table S6).

### Flow cytometry and cell sorting

To isolate and profile coronary ECs, heart ventricles were digested in 1 ml of digestion solution (1 mg/ml type 1 collagenase, Worthington, in HBSS Ca^2+^ Mg^2+^) for 20 min on a thermoblock with constant agitation (37°C, 1000 rpm). Collagenase activity was stopped by washing the cells in DMEM containing 5% of inactivated FBS. Finally, cells were pelleted by centrifugation and resuspended in HBSS Ca^2+^ Mg^2+^. FACS analysis was carried out using a FACS Aria III (BD Biosciences), and data were analysed using FACSDiva software (BD Biosciences). Cell gating of the corresponding transgenic fluorescent protein was carried out using samples negative for the fluorescent transgenic protein and isotype control antibodies.

### RNA isolation, cDNA synthesis and real-time qPCR

For RNA extraction from heart ventricles, the PureLink RNA Mini Kit (Invitrogen) was used according to the manufacturer's instructions. For RNA extraction from FACS-sorted cells, the RNeasy Micro Kit (Qiagen) was used according to the manufacturer's instructions. Purified RNA was used for reverse transcription and cDNA generation with SuperScript III Reverse Transcriptase (Thermo Fisher Scientific, 18080044).

TaqMan multiplex qRT-PCR was performed using FAM probes from the Universal ProbeLibrary (Roche Applied Science): 27 (for *Wt1 exon 1-2*) in combination with reference gene VIC probes and primers for β-actin. qRT-PCRs were performed using 96-well QuantStudio 3 with Thermo Fisher Connect analysis software.

### Low-input RNA-Seq

Samples were sequenced at CNAG-CRG (Barcelona, Spain). For RNA-Seq analysis, RNA from three biological replicates of FACS-isolated coronary ECs (∼8.000 cells) from *Control^ΔEC^* and *Wt1KO^ΔEC^* hearts were used to prepare low-input RNA sample sequencing libraries. RNA-Seq libraries were prepared by following the SMARTseq2 protocol with some modifications (Picelli et al., 2014). Briefly, RNA was quantified using the Qubit RNA HS Assay Kit (Thermo Fisher Scientific). Reverse transcription with the input material of 2 ng was performed using SuperScript II (Invitrogen) in the presence of oligo-dT30VN (1 µM; 5′-AAGCAGTGGTATCAACGCAGAGTACT30VN-3′), template-switching oligonucleotides (1 µM) and betaine (1 M). The cDNA was amplified using the KAPA Hifi Hotstart ReadyMix (Roche), 100 nM ISPCR primer (5′-AAGCAGTGGTATCAACGCAGAGT-3′) and 12 cycles of amplification. After purification with Agencourt Ampure XP beads (1:1 ratio; Beckmann Coulter), product size distribution and quantity were assessed on a Bioanalyser High Sensitvity DNA Kit (Agilent). The amplified cDNA (200 ng) was fragmented for 10 min at 55°C using Nextera XT (Illumina) and amplified for 12 cycles with indexed Nextera PCR primers. The library was purified twice with Agencourt Ampure XP beads (0.8:1 ratio) and quantified on a Bioanalyser using a High Sensitvity DNA Kit.

The libraries were sequenced on a NovaSeq 6000 (Illumina) in paired-end with a read length of 2×51bp according to the manufacturer's protocol for dual indexing. Image analysis, base calling and quality scoring of the run are processed using the manufacturer's software Real Time Analysis (RTA 3.4.4) and followed by generation of FASTQ sequence files.

### RNA-Seq data processing and analysis

Reads were mapped to the *Mus musculus* reference genome (GRCm39) using STAR/2.7.8a with ENCODE parameters. Gene quantification was performed with RSEM/1.3.0 using the gencode.vM27 version with default parameters. Differential expression analysis was carried out using the DESeq2 v1.18 R package with default parameters. Genes with Log2FC>|0.58| and *P*<0.05 were considered differentially expressed. Fold-change values between genotypes (*Wt1KO^ΔEC^* over *Control^ΔEC^*) are expressed in Log2FC (listed in Table S2). Gene Ontology (GO) enrichment analysis of these DEGs was performed using the ClueGO plug-in from Cytoscape software and the GO Biological Process database (version: EBI-UniProt-GOA-ACAP-ARAP_26.05.2022). GO Terms were obtained using a two tailed hypergeometric test corrected with a Bonferroni step down; GO Term Grouping *P*-values were also obtained using a two tailed hypergeometric test corrected with a Bonferroni step down using ClueGO kappa score (κ>0.4) to define term-term inter-relations and functional groups based on genes shared between terms, with the leading group term based on highest significance (listed in Table S3).

### Quantification of compact myocardium thickness

Comparable sections clearly displaying both atrioventricular valves were selected for the analysis. To delimit compact myocardium, immunostaining against MF20 (labelling all the myocardium) and EMCN (labelling the endocardium) was performed; the MF20^+^ EMCN^−^ region was considered the compact myocardium, whereas the MF20^+^ EMCN^+^ region was considered to be the trabecular myocardium. Composite pictures of whole-heart sections were obtained from partially overlapping images (Olympus BX61, 10× lens), using the ‘Grid/collection stitching’ function of ImageJ software. A minimum of six measures were taken at regular intervals and the average compact myocardial/trabecular thickness per ventricle was used to compare different genotypes.

### Quantification of immunofluorescence signal area and localization

High-resolution confocal images (Zeiss LSM 880, 40× lens, 2.048×2.048 pixels) with thin *z*-sectioning (0.5 µm) were taken. Evaluation of CD31^+^, ERG^+^, EMCN^+^ and CX40^+^ cell localization starting from the epicardium was performed using ImageJ software. DAPI counterstaining was used to delimit the epicardial layer, defined as the outer layer of nuclei. Each channel was adjusted for brightness and contrast, and filtered to obtain a mask. The staining profile was measured using the Plot profile function, and data values were adjusted to the maximum value section to obtain a staining percentage. For each embryo, a minimum of five image fields of the compact myocardium were quantified to obtain an average value.

### Quantification of endothelial polarity

Nuclear polarity was determined after immunostaining with the endothelial-specific nuclear protein marker ERG and counterstaining with DAPI to visualize nuclei. High-resolution confocal images (Zeiss LSM 880, 40× lens, 2.048×2.048 pixels) with thin *z*-sectioning (0.5 µm) were taken, and quantitation of nuclear dimensions of ERG^+^ cells was performed using ImageJ. To measure EC nuclei, scans of ERG and DAPI labelling were colocalized using the ‘Colocalization threshold’ function of ImageJ software. Subsequently, images were filtered to a threshold to obtain a binary image that was watershed, and images were analysed using the Analyse Particles function. Nuclear dimensions were evaluated via the Feret's Diameter function, and the nuclear length-to-width ratio was determined by dividing the Feret value by the minimum Feret for each cell. For each heart, at least four fields of view were assessed, and the average length-to-width ratio for each sample was used to compare different genotypes.

### Generation of tamoxifen-inducible *Wt1KO* endothelial cells

Lungs from P7 *Wt1^LoxP/LoxP^; UBC-CreERT2* mice were digested with type 1 collagenase (Worthington; 1 mg/ml) for 1 h at 37°C, with mild shaking every 2-5 min. The collagenase was inactivated by adding DMEM containing 10% of inactivated FBS. The cell suspensions were filtrated through a 100 µm cell strainer and pelleted by centrifugation (5 min, 1200 rpm). The dissociated cells were washed twice with PBS/BSA 0.5% followed by positive selection with anti-mouse VE-cadherin (Pharmingen, 555289) coated with magnetic beads for 30 min (Invitrogen, 11035). Purified cells were seeded on plates coated with gelatin plates (0.5%) in complete Endothelial Cell Growth Medium 2 (EGM-2; which is EBM-2 medium supplemented with EGM-2 SingleQuots). Confluent ECs were re-purified with anti-mouse VE-cadherin-coated magnetic beads. To induce *Wt1* deletion, 4-hydroxytamoxifen (4-OHT, 1 µM, Sigma-Aldrich, H7904) or vehicle (ethanol) was added to the culture medium. All the experiments were performed 72 h after the addition of 4-OHT or vehicle, and in ECs obtained immediately after the second round of purification.

### Transwell migration assay

EC migration was determined using a transwell migration assay. Briefly, control and *Wt1KO* ECs were cultured in a serum-free EBM-2 medium overnight before the assay. Trypsinized cells were seeded on gelatin-coated transwell membranes with 8 µm pores (Corning, 351152) at a density of 40,000 cells per well and allowed to migrate toward EGM-2 medium containing 2% FBS over a 16 h. After cell migration, solutions in the basal chamber were removed and basal membranes were washed twice with PBS. Next, 900 µl of 5 µM calcein solution (Invitrogen, C3100MP) dissolved in EBM-2 were added to the basal chamber and left to incubate at 37°C for 30 min. Calcein solution was washed and transwells were transferred to a new 24-well plate, maintaining the seeding solution in the bottom chamber until calcein fluorescence was read by measuring the 480/530nm emission on an Infinite 200 plate reader.

### BrdU proliferation assay

EC proliferation was quantified using a BrdU incorporated colorimetric cell proliferation ELISA assay (Roche Diagnostics). Briefly, 5000 control and *Wt1KO* cells were plated in gelatin-coated 96-well culture plates, with four replicas per condition. After 8 h of seeding, cells were synchronized in a serum-free EBM-2 medium. Cells were then incubated with BrdU labelling solution for another 24 h at 37°C in complete EBM-2 medium followed by fixation and incubation with anti-BrdU peroxidase conjugate for an additional 1.5 h at room temperature. Finally, after substrate reaction, colour intensity was measured with an Infinite 200 plate reader at 450 nm (reference wavelength: 690 nm).

### Statistical analysis

Data are presented as individual values and mean±s.e.m. Statistical significance between two groups was determined using an unpaired two-tailed Student's *t*-test. Statistical significance between cultured ECs was determined using a paired two-tailed Student's *t*-test. We applied non-parametric two-way ANOVA followed by Tukey's post-hoc test to evaluate differences among multiple groups of samples. For immunofluorescent signal localization data, significance was determined using a two-tailed Mann–Whitney test. GraphPad Prism 8 was used to generate graphs and for statistical analysis.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201147_sup1 Supplementary information Click here for additional data file.

## References

[DEV201147C1] Ariza, L., Rojas, A., Muñoz-Chápuli, R. and Carmona, R. (2019). The Wilms’ tumor suppressor gene regulates pancreas homeostasis and repair. *PLoS Genet.* 15, e1007971. 10.1371/journal.pgen.100797130763305PMC6392337

[DEV201147C2] Bharathavikru, R., Dudnakova, T., Aitken, S., Slight, J., Artibani, M., Hohenstein, P., Tollervey, D. and Hastie, N. (2017). Transcription factor Wilms’ tumor 1 regulates developmental RNAs through 3′ UTR interaction. *Genes Dev.* 31, 347-352. 10.1101/gad.291500.11628289143PMC5358755

[DEV201147C3] Cano, E., Carmona, R., Ruiz-Villalba, A., Rojas, A., Chau, Y. Y., Wagner, K. D., Wagner, N., Hastie, N. D., Munoz-Chapuli, R. and Perez-Pomares, J. M. (2016). Extracardiac septum transversum/proepicardial endothelial cells pattern embryonic coronary arterio-venous connections. *Proc. Natl. Acad. Sci. U.S.A.* 113, 656-661. 10.1073/pnas.150983411326739565PMC4725486

[DEV201147C4] Chang, A. H., Raftrey, B. C., D'amato, G., Surya, V. N., Poduri, A., Chen, H. I., Goldstone, A. B., Woo, J., Fuller, G. G., Dunn, A. R. et al. (2017). DACH1 stimulates shear stress-guided endothelial cell migration and coronary artery growth through the CXCL12-CXCR4 signaling axis. *Genes Dev.* 31, 1308-1324. 10.1101/gad.301549.11728779009PMC5580653

[DEV201147C5] Chau, Y. Y., Brownstein, D., Mjoseng, H., Lee, W. C., Buza-Vidas, N., Nerlov, C., Jacobsen, S. E., Perry, P., Berry, R., Thornburn, A. et al. (2011). Acute multiple organ failure in adult mice deleted for the developmental regulator Wt1. *PLoS Genet.* 7, e1002404. 10.1371/journal.pgen.100240422216009PMC3245305

[DEV201147C6] Claxton, S., Kostourou, V., Jadeja, S., Chambon, P., Hodivala-Dilke, K. and Fruttiger, M. (2008). Efficient, inducible Cre-recombinase activation in vascular endothelium. *Genesis* 46, 74-80. 10.1002/dvg.2036718257043

[DEV201147C7] Coppiello, G., Collantes, M., Sirerol-Piquer, M. S., Vandenwijngaert, S., Schoors, S., Swinnen, M., Vandersmissen, I., Herijgers, P., Topal, B., Van Loon, J. et al. (2015). Meox2/Tcf15 heterodimers program the heart capillary endothelium for cardiac fatty acid uptake. *Circulation* 131, 815-826. 10.1161/CIRCULATIONAHA.114.01372125561514

[DEV201147C8] D'Amato, G., Luxan, G., del Monte-Nieto, G., Martínez-Poveda, B., Torroja, C., Walter, W., Bochter, M. S., Benedito, R., Cole, S., Martinez, F. et al. (2016). Sequential Notch activation regulates ventricular chamber development. *Nat. Cell Biol.* 18, 7-20. 10.1038/ncb328026641715PMC4816493

[DEV201147C9] Dejana, E., Hirschi, K. K. and Simons, M. (2017). The molecular basis of endothelial cell plasticity. *Nat. Commun.* 8, 14361. 10.1038/ncomms1436128181491PMC5309780

[DEV201147C10] Dube, K. N., Thomas, T. M., Munshaw, S., Rohling, M., Riley, P. R. and Smart, N. (2017). Recapitulation of developmental mechanisms to revascularize the ischemic heart. *JCI insight* 2, e96800. 10.1172/jci.insight.9680029202457PMC5752387

[DEV201147C11] Duim, S. N., Kurakula, K., Goumans, M. J. and Kruithof, B. P. (2015). Cardiac endothelial cells express Wilms’ tumor-1: Wt1 expression in the developing, adult and infarcted heart. *J. Mol. Cell. Cardiol.* 81, 127-135. 10.1016/j.yjmcc.2015.02.00725681586

[DEV201147C12] Forte, E., Skelly, D. A., Chen, M., Daigle, S., Morelli, K. A., Hon, O., Philip, V. M., Costa, M. W., Rosenthal, N. A. and Furtado, M. B. (2020). Dynamic interstitial cell response during myocardial infarction predicts resilience to rupture in genetically diverse mice. *Cell Reports* 30, 3149-3163.e3146. 10.1016/j.celrep.2020.02.00832130914PMC7059115

[DEV201147C13] Franco, C. A., Jones, M. L., Bernabeu, M. O., Vion, A. C., Barbacena, P., Fan, J., Mathivet, T., Fonseca, C. G., Ragab, A., Yamaguchi, T. P. et al. (2016). Non-canonical Wnt signalling modulates the endothelial shear stress flow sensor in vascular remodelling. *eLife* 5, e07727. 10.7554/eLife.0772726845523PMC4798962

[DEV201147C14] Gónzalez-Hernández, S., Gómez, M. J., Sanchez-Cabo, F., Méndez-Ferrer, S., Muñoz-Cánoves, P. and Isern, J. (2020). Sox17 controls emergence and remodeling of nestin-expressing coronary vessels. *Circ. Res.* 127, e252-e270. 10.1161/CIRCRESAHA.120.31712132921258

[DEV201147C15] Guadix, J. A., Ruiz-Villalba, A., Lettice, L., Velecela, V., Muñoz-Chápuli, R., Hastie, N. D., Pérez-Pomares, J. M. and Martínez-Estrada, O. M. (2011). Wt1 controls retinoic acid signalling in embryonic epicardium through transcriptional activation of Raldh2. *Development* 138, 1093-1097. 10.1242/dev.04459421343363PMC3042868

[DEV201147C16] Hastie, N. D. (2017). Wilms’ tumour 1 (WT1) in development, homeostasis and disease. *Development* 144, 2862-2872. 10.1242/dev.15316328811308

[DEV201147C17] He, L., Huang, X., Kanisicak, O., Li, Y., Wang, Y., Li, Y., Pu, W., Liu, Q., Zhang, H., Tian, X. et al. (2017). Preexisting endothelial cells mediate cardiac neovascularization after injury. *J. Clin. Invest.* 127, 2968-2981. 10.1172/JCI9386828650345PMC5531398

[DEV201147C18] Kreidberg, J. A., Sariola, H., Loring, J. M., Maeda, M., Pelletier, J., Housman, D. and Jaenisch, R. (1993). WT-1 is required for early kidney development. *Cell* 74, 679-691. 10.1016/0092-8674(93)90515-R8395349

[DEV201147C19] Li, Z., Solomonidis, E. G., Meloni, M., Taylor, R. S., Duffin, R., Dobie, R., Magalhaes, M. S., Henderson, B. E. P., Louwe, P. A., D'amico, G. et al. (2019). Single-cell transcriptome analyses reveal novel targets modulating cardiac neovascularization by resident endothelial cells following myocardial infarction. *Eur. Heart J.* 40, 2507-2520. 10.1093/eurheartj/ehz30531162546PMC6685329

[DEV201147C20] Lu, P., Wang, Y., Liu, Y., Wang, Y., Wu, B., Zheng, D., Harvey, R. P. and Zhou, B. (2021). Perinatal angiogenesis from pre-existing coronary vessels via DLL4-NOTCH1 signalling. *Nat. Cell Biol.* 23, 967-977. 10.1038/s41556-021-00747-134497373

[DEV201147C21] Luo, W., Garcia-Gonzalez, I., Fernández-Chacón, M., Casquero-Garcia, V., Sanchez-Muñoz, M. S., Muhleder, S., Garcia-Ortega, L., Andrade, J., Potente, M. and Benedito, R. (2021). Arterialization requires the timely suppression of cell growth. *Nature* 589, 437-441. 10.1038/s41586-020-3018-x33299176PMC7116692

[DEV201147C22] Lupu, I. E., De Val, S. and Smart, N. (2020). Coronary vessel formation in development and disease: mechanisms and insights for therapy. *Nature Reviews. Cardiology* 17, 790-806. 10.1038/s41569-020-0400-132587347

[DEV201147C23] Martinez-Estrada, O. M., Lettice, L. A., Essafi, A., Guadix, J. A., Slight, J., Velecela, V., Hall, E., Reichmann, J., Devenney, P. S., Hohenstein, P. et al. (2010). Wt1 is required for cardiovascular progenitor cell formation through transcriptional control of Snail and E-cadherin. *Nat. Genet.* 42, 89-93. 10.1038/ng.49420023660PMC2799392

[DEV201147C24] Moore, A. W., Mcinnes, L., Kreidberg, J., Hastie, N. D. and Schedl, A. (1999). YAC complementation shows a requirement for Wt1 in the development of epicardium, adrenal gland and throughout nephrogenesis. *Development* 126, 1845-1857. 10.1242/dev.126.9.184510101119

[DEV201147C25] Motamedi, F. J., Badro, D. A., Clarkson, M., Rita Lecca, M., Bradford, S. T., Buske, F. A., Saar, K., Hubner, N., Brandli, A. W. and Schedl, A. (2014). WT1 controls antagonistic FGF and BMP-pSMAD pathways in early renal progenitors. *Nat. Commun.* 5, 4444. 10.1038/ncomms544425031030

[DEV201147C26] Muzumdar, M. D., Tasic, B., Miyamichi, K., Li, L. and Luo, L. (2007). A global double-fluorescent Cre reporter mouse. *Genesis* 45, 593-605. 10.1002/dvg.2033517868096

[DEV201147C27] Picelli, S., Faridani, O. R., Björklund, Å. K., Winberg, G., Sagasser, S. and Sandberg, R. (2014). Full-length RNA-seq from single cells using Smart-seq2. *Nat. Protoc.* 9, 171-181. 10.1038/nprot.2014.00624385147

[DEV201147C28] Quijada, P., Trembley, M. A., Misra, A., Myers, J. A., Baker, C. D., Perez-Hernandez, M., Myers, J. R., Dirkx, R. A., Jr, Cohen, E. D., Delmar, M. et al. (2021). Coordination of endothelial cell positioning and fate specification by the epicardium. *Nat. Commun.* 12, 4155. 10.1038/s41467-021-24414-z34230480PMC8260743

[DEV201147C29] Red-Horse, K., Ueno, H., Weissman, I. L. and Krasnow, M. A. (2010). Coronary arteries form by developmental reprogramming of venous cells. *Nature* 464, 549-553. 10.1038/nature0887320336138PMC2924433

[DEV201147C30] Rhee, S., Chung, J. I., King, D. A., D'amato, G., Paik, D. T., Duan, A., Chang, A., Nagelberg, D., Sharma, B., Jeong, Y. et al. (2018). Endothelial deletion of Ino80 disrupts coronary angiogenesis and causes congenital heart disease. *Nat. Commun.* 9, 368. 10.1038/s41467-017-02796-329371594PMC5785521

[DEV201147C31] Ruzankina, Y., Pinzon-Guzman, C., Asare, A., Ong, T., Pontano, L., Cotsarelis, G., Zediak, V. P., Velez, M., Bhandoola, A. and Brown, E. J. (2007). Deletion of the developmentally essential gene ATR in adult mice leads to age-related phenotypes and stem cell loss. *Cell Stem Cell* 1, 113-126. 10.1016/j.stem.2007.03.00218371340PMC2920603

[DEV201147C32] Su, T., Stanley, G., Sinha, R., D'amato, G., Das, S., Rhee, S., Chang, A. H., Poduri, A., Raftrey, B., Dinh, T. T. et al. (2018). Single-cell analysis of early progenitor cells that build coronary arteries. *Nature* 559, 356-362. 10.1038/s41586-018-0288-729973725PMC6053322

[DEV201147C33] Travisano, S. I., Oliveira, V. L., Prados, B., Grego-Bessa, J., Pineiro-Sabaris, R., Bou, V., Gomez, M. J., Sanchez-Cabo, F., Macgrogan, D. and De La Pompa, J. L. (2019). Coronary arterial development is regulated by a Dll4-Jag1-EphrinB2 signaling cascade. *eLife* 8, e49977. 10.7554/eLife.4997731789590PMC6917494

[DEV201147C34] Velecela, V., Lettice, L. A., Chau, Y. Y., Slight, J., Berry, R. L., Thornburn, A., Gunst, Q. D., Van Den Hoff, M., Reina, M., Martinez, F. O. et al. (2013). WT1 regulates the expression of inhibitory chemokines during heart development. *Hum. Mol. Genet.* 22, 5083-5095. 10.1093/hmg/ddt35823900076

[DEV201147C35] Velecela, V., Torres-Cano, A., Garcia-Melero, A., Ramiro-Pareta, M., Muller-Sanchez, C., Segarra-Mondejar, M., Chau, Y. Y., Campos-Bonilla, B., Reina, M., Soriano, F. X. et al. (2019). Epicardial cell shape and maturation are regulated by Wt1 via transcriptional control of Bmp4. *Development* 146, dev178723. 10.1242/dev.17872331624071

[DEV201147C36] Von Gise, A., Zhou, B., Honor, L. B., Ma, Q., Petryk, A. and Pu, W. T. (2011). WT1 regulates epicardial epithelial to mesenchymal transition through beta-catenin and retinoic acid signaling pathways. *Dev. Biol.* 356, 421-431. 10.1016/j.ydbio.2011.05.66821663736PMC3147112

[DEV201147C37] Wagner, K. D., Wagner, N., Bondke, A., Nafz, B., Flemming, B., Theres, H. and Scholz, H. (2002). The Wilms’ tumor suppressor Wt1 is expressed in the coronary vasculature after myocardial infarction. *FASEB J.* 16, 1117-1119. 10.1096/fj.01-0986fje12039855

[DEV201147C38] Wilhelm, K., Happel, K., Eelen, G., Schoors, S., Oellerich, M. F., Lim, R., Zimmermann, B., Aspalter, I. M., Franco, C. A., Boettger, T. et al. (2016). FOXO1 couples metabolic activity and growth state in the vascular endothelium. *Nature* 529, 216-220. 10.1038/nature1649826735015PMC5380221

[DEV201147C39] Wu, B., Zhang, Z., Lui, W., Chen, X., Wang, Y., Chamberlain, A. A., Moreno-Rodriguez, R. A., Markwald, R. R., O'rourke, B. P., Sharp, D. J. et al. (2012). Endocardial cells form the coronary arteries by angiogenesis through myocardial-endocardial VEGF signaling. *Cell* 151, 1083-1096. 10.1016/j.cell.2012.10.02323178125PMC3508471

[DEV201147C40] Wythe, J. D., Dang, L. T., Devine, W. P., Boudreau, E., Artap, S. T., He, D., Schachterle, W., Stainier, D. Y., Oettgen, P., Black, B. L. et al. (2013). ETS factors regulate Vegf-dependent arterial specification. *Dev. Cell* 26, 45-58. 10.1016/j.devcel.2013.06.00723830865PMC3754838

[DEV201147C41] You, L. R., Lin, F. J., Lee, C. T., Demayo, F. J., Tsai, M. J. and Tsai, S. Y. (2005). Suppression of Notch signalling by the COUP-TFII transcription factor regulates vein identity. *Nature* 435, 98-104. 10.1038/nature0351115875024

# Supplementary material for: Endothelial deletion of Wt1 disrupts coronary angiogenesis and myocardium development
**Source:** Development. 2023 Mar 27;150(6):dev201147. doi: 10.1242/dev.201147
**Supplement:** Supplementary information

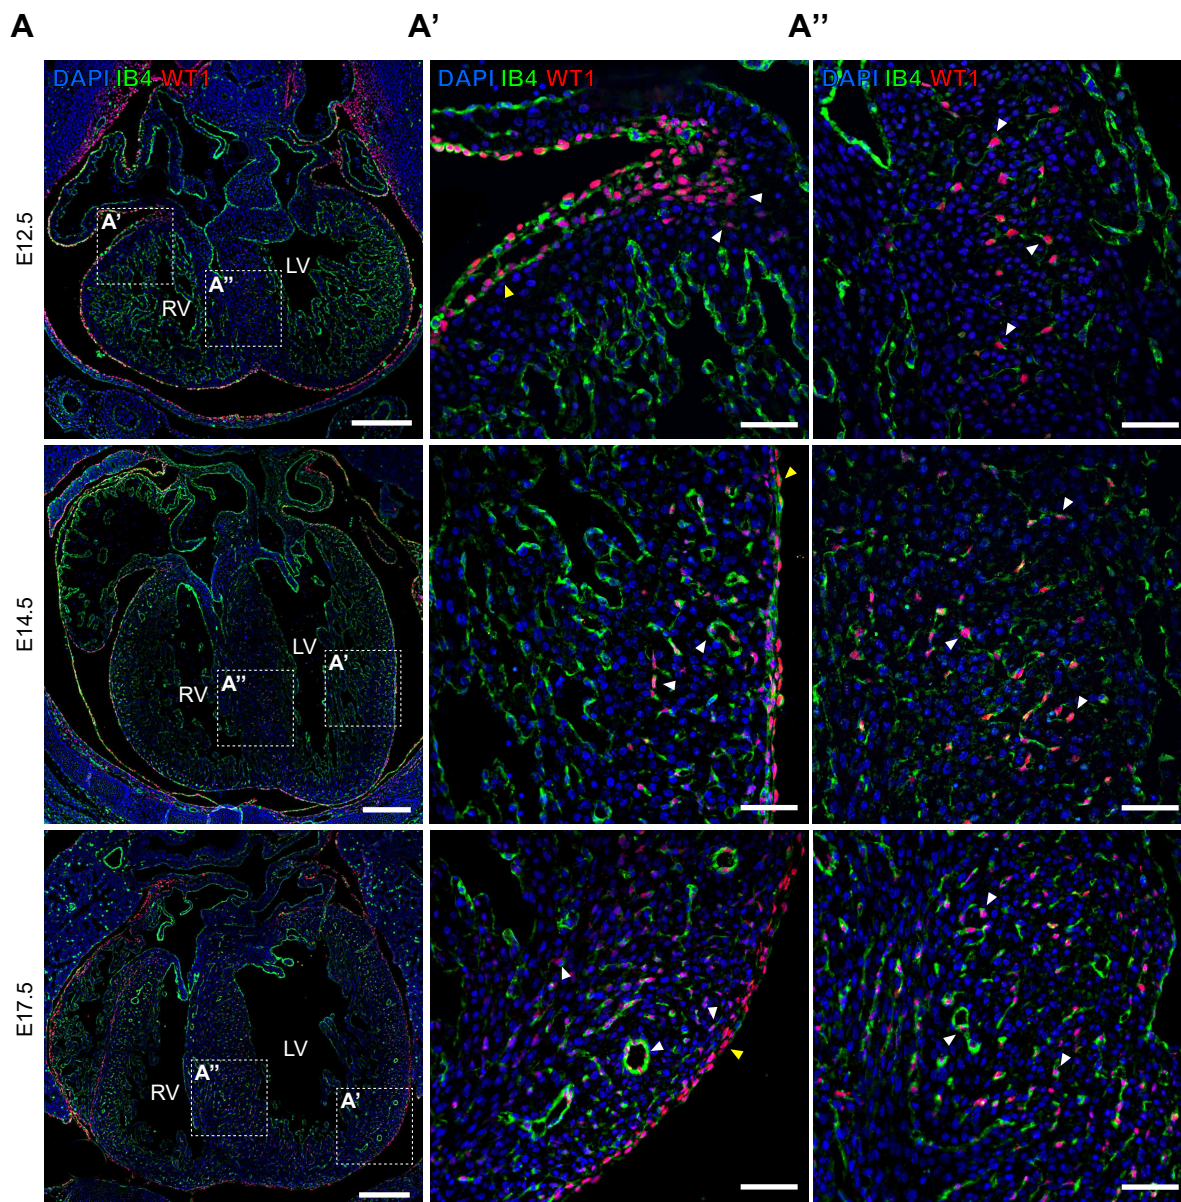

**Fig. S1. WT1 expression in coronary ECs.** (A) Immunostaining for WT1 (red) and staining of IB4 (green), and nuclear DAPI (blue) using heart sections at indicated developmental stages, and higher magnification images of the boxed areas (A', A''). In addition to epicardium (yellow arrowheads) and EPDCs, WT1 expression is observed in ECs from the subepicardial plexus at E12.5 and in ECs from the interventricular septum (white arrowheads). By E14.5 and E17.5, WT1 expression can be observed in venous and arterial ECs from the coronary plexus, but not in the endocardium. Representative staining images of at least three embryos are shown. Scale bars: 250µm (A), 100µm (A', A'').

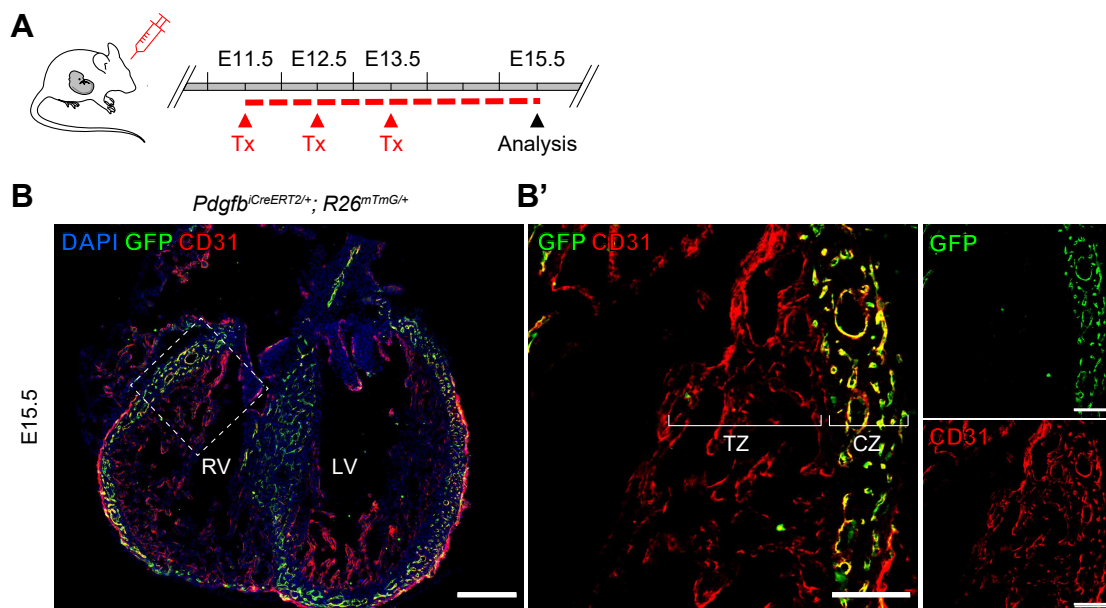

**Fig. S2. *Pdgfb-iCreERT2* efficiently recombines in coronary ECs.** (A) Schematic illustration showing the strategy to study the recombination of *Pdgfb-iCreERT2* line in coronary ECs. Pregnant mice carrying control and *Pdgfb<sup>iCreERT2/+</sup>; R26<sup>mTmG/+</sup>* mice were administered tamoxifen during early stages of coronary formation onset (E11.5-E13.5) and embryos were analysed at E15.5. (B, B') Immunostaining for CD31 (red), GFP (green), and nuclear DAPI staining (blue), using heart sections from *Pdgfb<sup>iCreERT2/+</sup>; R26<sup>mTmG/+</sup>* E15.5 mice. A robust GFP expression is observed in coronary veins and arteries from the coronary plexus while no expression can be observed in the endocardium. Representative staining images of at least three embryos are shown. Scale bars: 250µm (B), 100µm (B').

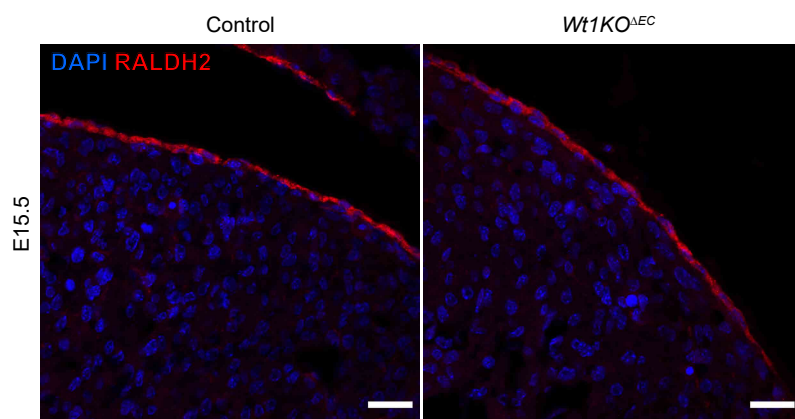

**Fig. S3. Epicardium development is not affected in *Wt1KO<sup>ΔEC</sup>* mice.** Immunostaining for RALDH2 (red) and nuclear DAPI staining (blue), using heart sections from control and *Wt1KO<sup>ΔEC</sup>* E15.5 mice. Representative staining images of at least three embryos are shown. Scale bar: 25μm.

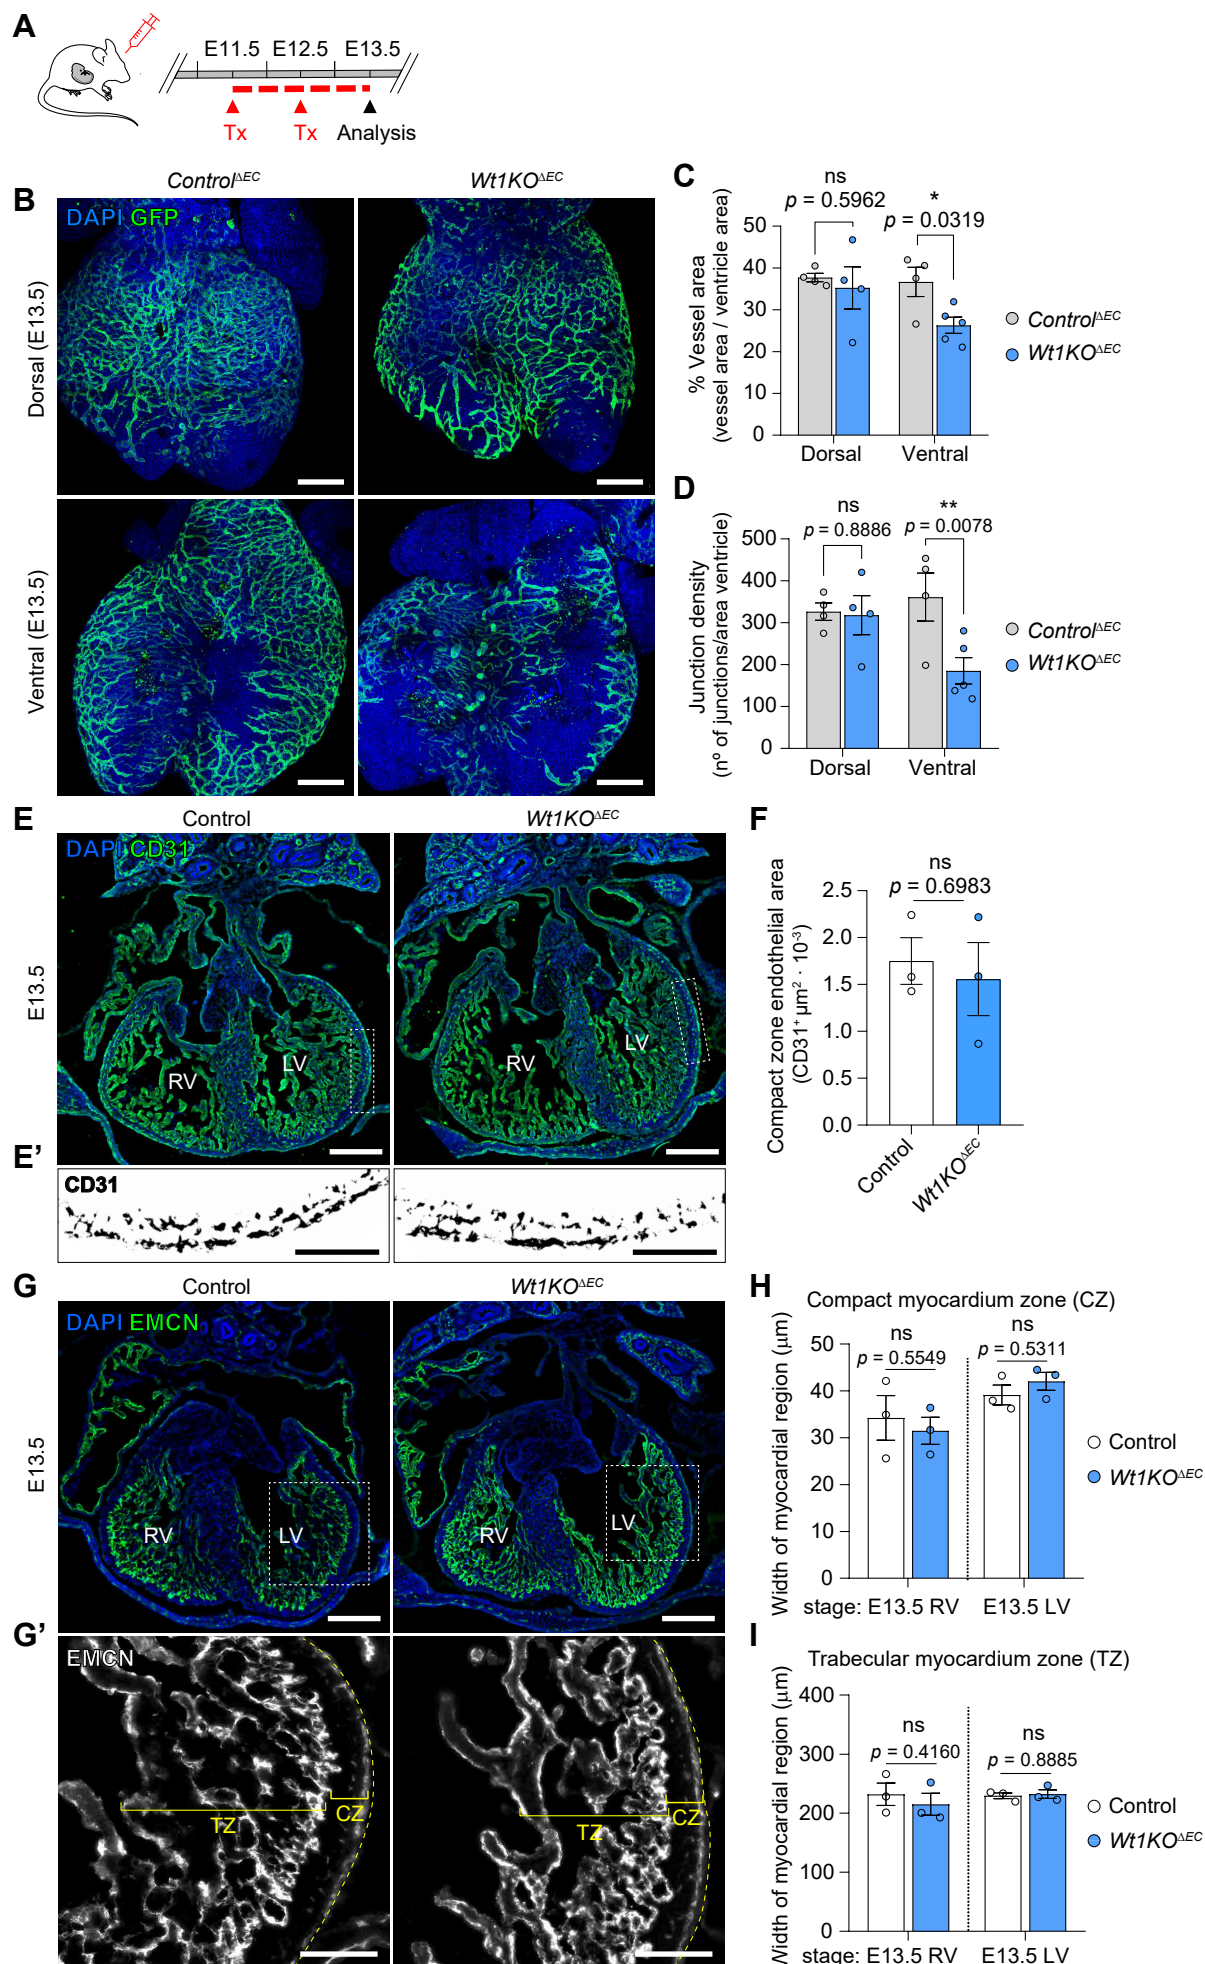

**Fig. S4. Defects in coronary blood vessel development in *Wt1KO<sup>ΔEC</sup>* mice precede defects in myocardium development.** (A) Schematic illustration showing the experimental protocol strategy to obtain and analyse *Wt1KO<sup>ΔEC</sup>* mice. Pregnant mice were administered tamoxifen from E11.5-E12.5 onward and embryos were analysed at E13.5. (B) Whole-mount immunofluorescence staining of GFP using hearts from *Control<sup>ΔEC</sup>* and *Wt1KO<sup>ΔEC</sup>* mice. (C, D) Quantification of vessel coverage and junctional density revealed a reduction in both parameters in the ventral side of *Wt1KO<sup>ΔEC</sup>* hearts. Values represent means  $\pm$  s.e.m. (n=4-5). ns:  $P \geq 0.05$ , \* $P < 0.05$ , \*\* $P < 0.005$ , in a two-way ANOVA. (E) Immunostaining for CD31 (green) and nuclear DAPI staining (blue) using heart sections from Control and *Wt1KO<sup>ΔEC</sup>* mice at E13.5. (E') Magnified images of CD31 staining in the compact myocardium zone from the areas boxed in E. (F) Quantitation of the CD31<sup>+</sup> signal in the compact myocardium zone of control and *Wt1KO<sup>ΔEC</sup>* hearts. Values represent mean  $\pm$  s.e.m. (n=3). ns:  $P \geq 0.05$ , unpaired t-test. (G) Immunostaining for Endomucin (EMCN, green) and nuclear DAPI staining (blue) on E13.5 heart sections from control and *Wt1KO<sup>ΔEC</sup>* mice. (G') Boxed region in G, showing EMCN staining as an indicator of trabecular myocardium zone (TZ) vs. compact myocardium zone (CZ). (H, I) Quantification of CZ and TZ width in control and *Wt1KO<sup>ΔEC</sup>* mice. Values represent means  $\pm$  s.e.m. (n=3). ns:  $P \geq 0.05$ , two-way ANOVA. Scale bars: 250 $\mu$ m (B, E, G) and 100 $\mu$ m (E' and G').

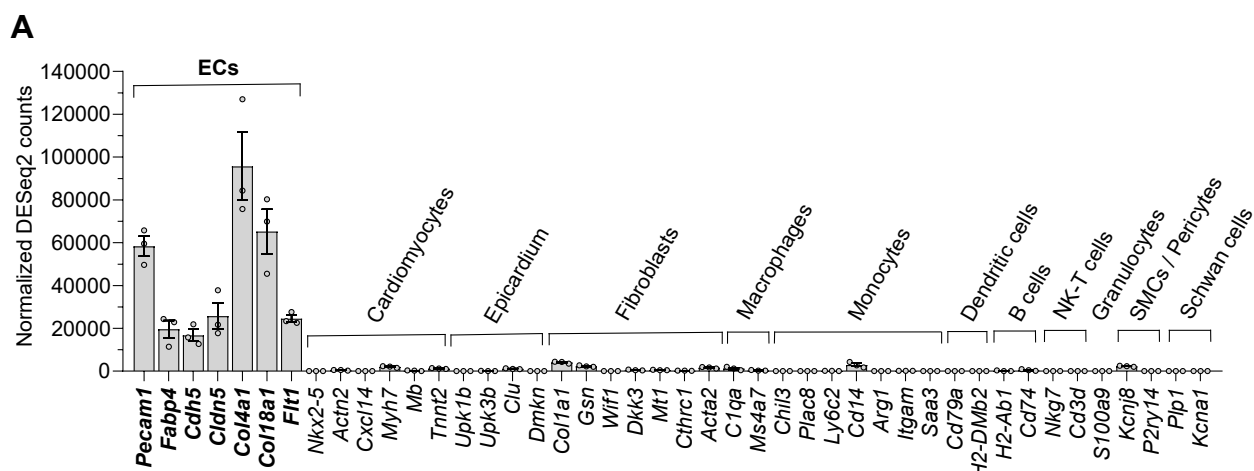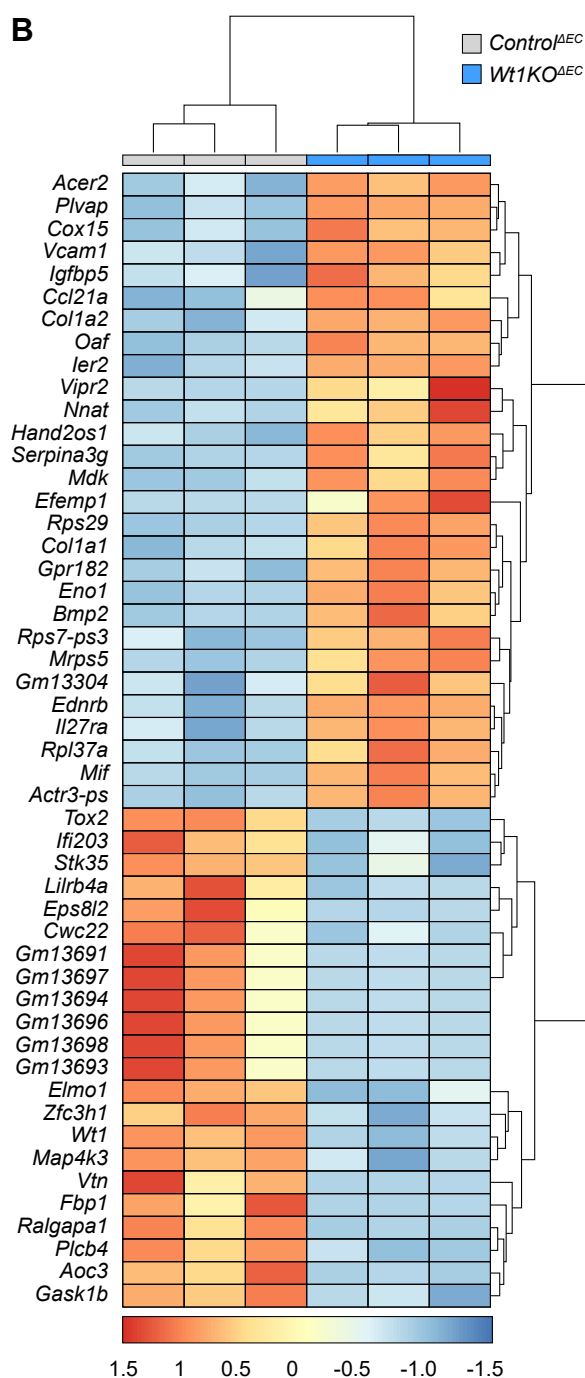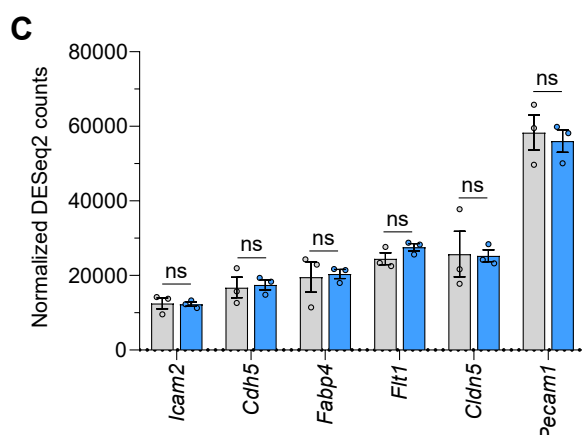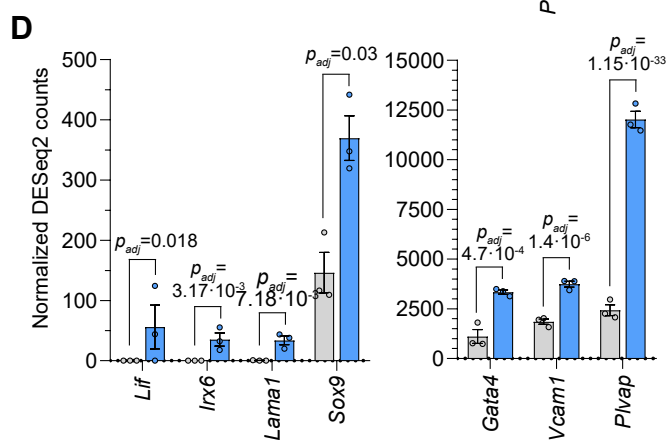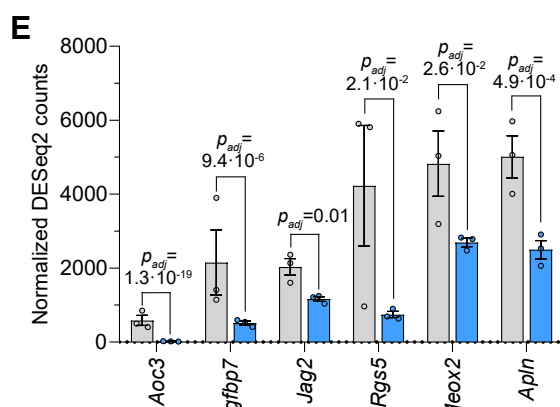

**Fig. S5. Loss of *Wt1* in ECs modulates the gene signature of coronary ECs.**

(A) Normalized counts of gene expression of specific cellular signatures, showing over-representation of EC markers. (B) Heatmap of top 50 most significantly up- and downregulated genes in coronary ECs from *Control*<sup>ΔEC</sup> vs. *Wt1KO*<sup>ΔEC</sup> hearts. 

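Of the 50 genes in Fig. S5B, the 28 drawn as upregulated were higher and the 22 drawn as downregulated were lower in every *Wt1KO ΔEC* library than in every *Control ΔEC* library, where chance gives 10% of genes without overlap in either direction. By edgeR's quasi-likelihood test 11 of the 50 were DEGs, and the others had adjusted p-values up to 0.119; all 50 were DEGs in DESeq2, with adjusted p-values up to 1.1e-05. Adjusted over the list alone, all 50 had an adjusted p under 0.05, but they were selected on these libraries. Of the 50, 6 are the clustered chromosome 2 genes *Gm13691*, *Gm13693*, *Gm13694*, *Gm13696*, *Gm13697* and *Gm13698*, which had the same values in every library and so shared their reads; each was at 4.80 ± 3.00 CPM in *Control ΔEC* and 0.0341 ± 0.0591 CPM in *Wt1KO ΔEC*, and they count as 1 measurement. *Cwc22*, also on chromosome 2, was at 173.7 ± 85.2 CPM in *Control ΔEC* and 40.5 ± 8.87 CPM in *Wt1KO ΔEC* (log2 fold change -2.10, standard error 0.38, adjusted p = 0.108 from edgeR). *Efemp1* and *Vipr2* were at or under the floor of 3 counts in *Control ΔEC* and at least 50.1-fold and 30.3-fold higher in *Wt1KO ΔEC*, while *Vtn*, *Fbp1* and *Eps8l2* were at or under it in *Wt1KO ΔEC* and at least 30.4-fold, 30.8-fold and 32.9-fold lower.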

(C) Detailed comparison of expression levels for selected endothelial genes in *Control*<sup>ΔEC</sup> and *Wt1KO*<sup>ΔEC</sup> cells. (D,E) Detailed comparison of expression levels for selected DEGs that are also modulated over the course of coronary EC development in *Control*<sup>ΔEC</sup> and *Wt1KO*<sup>ΔEC</sup>. Values represent mean ± s.e.m. from *Control*<sup>ΔEC</sup> vs. *Wt1KO*<sup>ΔEC</sup> hearts (n=3) normalized DESeq2 counts. Statistics correspond to the Log2FC p-value corrected with Benjamini-Hochberg procedure.  $P_{\text{adj}} < 0.05$ .

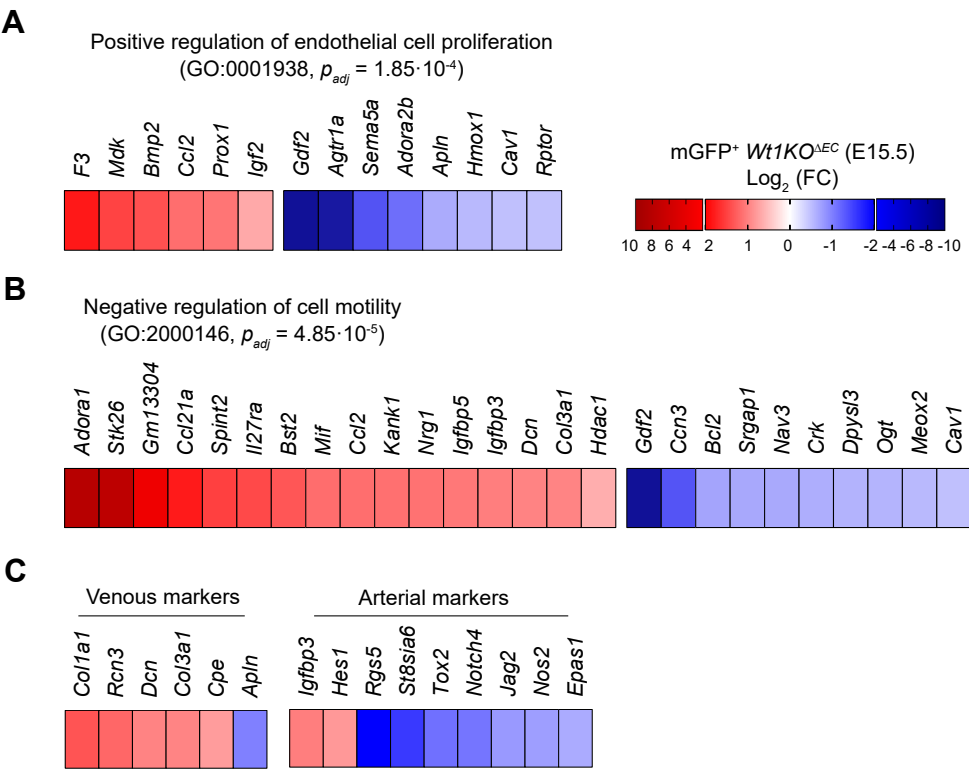

**Fig. S6. Loss of *Wt1* in coronary ECs modulates the expression of genes involved in cell proliferation, motility and differentiation.** Heatmaps constructed by selected genes belonging to the GO terms positive regulation of endothelial cell proliferation (**A**), negative regulation of cell motility (**B**) and by selected genes belonging to venous and arterial markers (**C**). GO Group p-values corrected with Bonferroni step down.  $P_{adj} < 0.05$ .

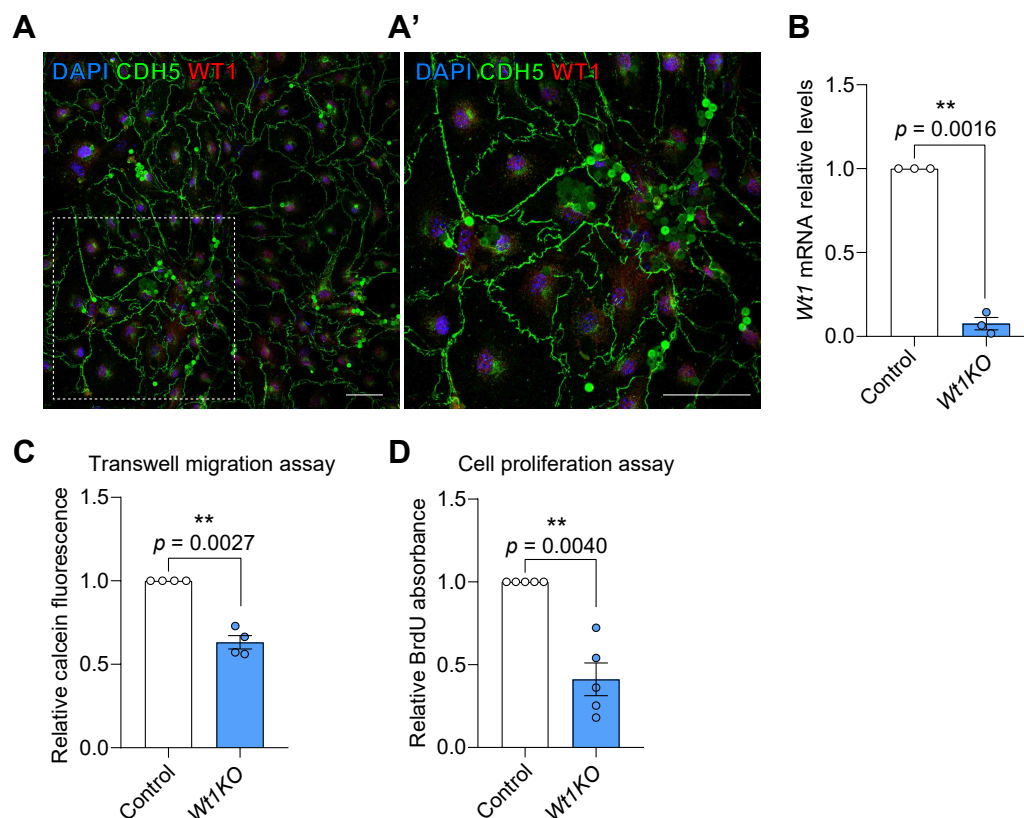

**Fig. S7. In vitro deletion of *Wt1* impairs EC proliferation and migration.** (A) Confocal immunofluorescence images of primary mouse ECs isolated from *Wt1<sup>LoxP/LoxP</sup>; CreERT2* mice stained for CDH5 (green), WT1 (red) and nuclear DAPI staining (blue). (A') Magnified images from the area boxed in A. (B) qRT-PCR analysis of *Wt1* expression after primary ECs being treated with vehicle control (Control) or 4-OHT (*Wt1*KO) for 72h. Values represent means  $\pm$  s.e.m. (n=3). \*\* $P < 0.005$ , paired two-tailed t-test. (C) Transwell migration assays of control and *Wt1*KO ECs, quantification of cell migration is presented as relative fluorescent units. \*\* $P < 0.005$ , paired two-tailed t-test. (D) Proliferation assay using quantitative ELISA analysis of BrdU incorporation into control and *Wt1*KO ECs. Values represent means  $\pm$  s.e.m. (n=5). \*\* $P < 0.005$ , paired two-tailed t-test. Scale bars: 50 $\mu$ m.

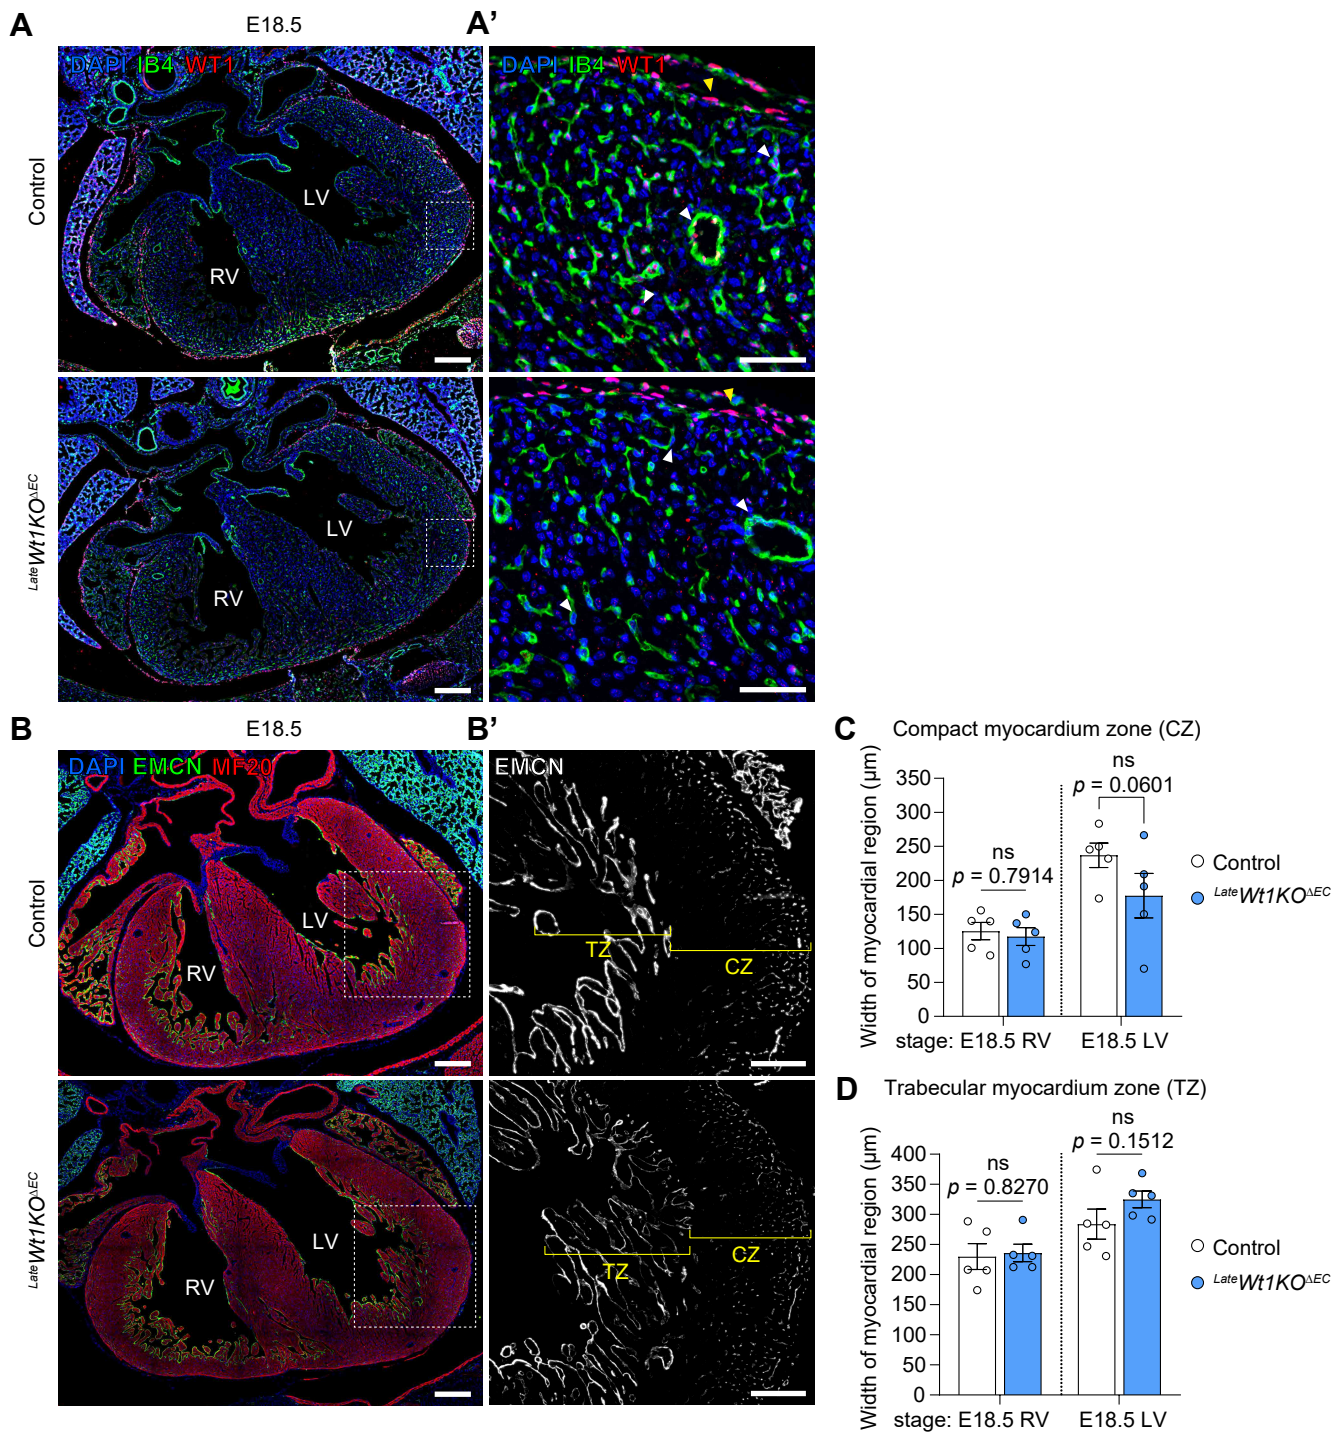

**Fig. S8. Late deletion of *Wt1* in coronary ECs does not impair myocardium development.** (A) Immunofluorescence staining for WT1 (red) and staining of IB4 (green) and nuclear DAPI (blue), using heart sections from control and *Late Wt1*<sup>KO<sup>ΔEC</sup> E18.5 mice. (A') Magnification of boxed region in (A) showing specific downregulation of WT1 expression in coronary ECs (white arrowheads) while expression in the epicardium is not affected (yellow arrowheads). (B) Immunostaining for Endomucin (EMCN, green) and nuclear DAPI staining (blue) using heart sections from control and *Late Wt1*<sup>KO<sup>ΔEC</sup> mice at E18.5. (B') Boxed region in B, showing EMCN staining as an indicator of trabecular myocardium zone (TZ) vs. compact myocardium zone (CZ). (C, D) Quantification of CZ and TZ width in control and *Late Wt1*<sup>KO<sup>ΔEC</sup> mice. Values represent means  $\pm$  s.e.m. (n=5). ns:  $P \geq 0.05$ , two-way ANOVA. Scale bars: 250μm (A, B) and 50μm (A', B').</sup></sup></sup>

**Table S1. *Wt1*KO<sup>ΔEC</sup> mice are not embryonic lethal. *Wt1*KO<sup>ΔEC</sup> ratios at different embryonic stages show a mendelian distribution of the genetic combinations resulting from the intercross of *Wt1*<sup>LoxP/LoxP</sup>; *Pdgfb*-iCreERT2 males with *Wt1*<sup>LoxP/LoxP</sup> females.**

|              | <b>Control</b><br>( <i>Wt1</i> <sup>LoxP/LoxP</sup> ; <i>Pdgfb</i> <sup>+/+</sup> ) | <b><i>Wt1</i>KO<sup>ΔEC</sup></b><br>( <i>Wt1</i> <sup>LoxP/LoxP</sup> ; <i>Pdgfb</i> <sup>iCreERT2/+</sup> ) |
|--------------|-------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------|
| <b>E13.5</b> | 15/26<br>(57.69%)                                                                   | 11/26<br>(42.31%)                                                                                             |
| <b>E15.5</b> | 35/65<br>(53.85%)                                                                   | 30/65<br>(46.15%)                                                                                             |
| <b>E18.5</b> | 8/16<br>(50.00%)                                                                    | 8/16<br>(50.00%)                                                                                              |

**Table S2. Differentially expressed genes in coronary ECs isolated from *Wt1*KO<sup>ΔEC</sup> vs *Control*<sup>ΔEC</sup> mice.**

[Click here to download Table S2](#)

**Table S3. List of GO Terms and Grouped GO terms based on the Gene Ontology Biological Process database.**

[Click here to download Table S3](#)

**Table S4. Differentially expressed genes in coronary ECs isolated from *Wt1*KO<sup>ΔEC</sup> vs *Control*<sup>ΔEC</sup> mice that are modulated over the course of coronary EC development.**

[Click here to download Table S4](#)

**Table S5. List of primers used for genotyping.**

| Gene                                   | Primers (5'- ... -3')                        | Program |        |              | PCR product                                           |
|----------------------------------------|----------------------------------------------|---------|--------|--------------|-------------------------------------------------------|
|                                        |                                              | Cycle   | Temp   | Time         |                                                       |
| <b><i>Pdgfb</i><sup>iCreERT2</sup></b> | <b>PDGFB_3UTR F:</b><br>CCAGCCGCCGTCGCAACT   | 1       | 94°C   | 3min         | Wild type:<br>300bp<br>Transgenic:<br>~430bp          |
|                                        | <b>PDGFB_3UTR R:</b><br>GCCGCCGGGATCACTCTCG  | 34      | 94°C   | 30s          |                                                       |
|                                        | <b>IL-2 F:</b><br>CTAGGCCACAGAATTGAAAGATCT   |         | 57.5°C | 45s          |                                                       |
|                                        | <b>IL-2 R:</b><br>GTAGGTGGAAATTCTAGCATCATC   | 1       | 72°C   | 1min         |                                                       |
|                                        | C                                            | 1       | 4°C    | hold         |                                                       |
| <b><i>Wt1</i><sup>LoxP</sup></b>       | <b>Wt1-loxP F:</b><br>TGGGTTCCAACCGTACCAAAGA | 1       | 94°C   | 2min         | Wild type:<br>196bp                                   |
|                                        |                                              | 35      | 94°C   | 15s          |                                                       |
|                                        | <b>Wt1-loxP R:</b><br>GGGCTTATCTCCTCCCATGT   |         | 58°C   | 30s          | Transgenic:<br>230bp<br>Recombination<br>band: ~500bp |
|                                        | <b>Wt1-loxP R2:</b><br>GTACGCGCGAACACTGACTA  | 1       | 72°C   | 1min         |                                                       |
|                                        |                                              | 1       | 4°C    | 5min<br>hold |                                                       |
| <b><i>Rosa</i><sup>mTmG</sup></b>      | <b>Rosa10 F:</b><br>CTCTGCTGCCTCCTGGCTTCT    | 1       | 94°C   | 2min         | Wild type:<br>330bp<br>Transgenic:<br>250bp           |
|                                        | <b>Rosa11_wt R:</b><br>CGAGGCGGATCACAAGCAATA | 35      | 94°C   | 20s          |                                                       |
|                                        | <b>Rosa4_mTmG R:</b><br>TCAATGGGCGGGGGTCGTT  |         | 58°C   | 25s          |                                                       |
|                                        |                                              | 1       | 72°C   | 45s          |                                                       |
|                                        |                                              | 1       | 4°C    | 5min<br>hold |                                                       |

**Table S6. List of primary antibodies used in this study.**

| Antibody/affinity molecule                  | Manufacturer                   | Cat. number | Species | Dilution | AR  | BSA |
|---------------------------------------------|--------------------------------|-------------|---------|----------|-----|-----|
| Anti-ALDH1A2                                | Sigma-Aldrich                  | HPA010022   | Rabbit  | 1:300    | Yes | No  |
| Anti-BrdU (B44)                             | BD                             | 347580      | Mouse   | 1:100    | Yes | No  |
| Anti-BrdU (BUI/75 (ICR))                    | Abcam                          | ab6326      | Rat     | 1:100    | Yes | No  |
| Anti-CD31*                                  | BD Pharmingen™                 | 550274      | Rat     | 1:100    | Yes | No  |
| Anti-CX40                                   | Alpha Diagnostic International | CX40-A      | Rabbit  | 1:100    | Yes | Yes |
| Anti-Endomucin                              | Santa Cruz                     | sc-65495    | Rat     | 1:100    | Yes | No  |
| Anti-ERG                                    | Abcam                          | ab92513     | Rabbit  | 1:300    | Yes | No  |
| Anti-GFP                                    | Abcam                          | ab6673      | Goat    | 1:300    | Yes | No  |
| Anti-MF20                                   | DSHB                           | MF20-s      | Mouse   | 1:50     | No  | No  |
| Anti- $\alpha$ SMA                          | Cell Signalling                | 19245S      | Rabbit  | 1:100    | No  | No  |
| Anti-VE-cadherin                            | BD Pharmingen™                 | 555289      | Rat     | 1:100    | No  | No  |
| Anti-WT1                                    | Abcam                          | ab89901     | Rabbit  | 1:100    | Yes | Yes |
| Isolectin GS-IB4, AlexaFluor™ 488 conjugate | Invitrogen                     | I21411      | -       | 1:50     | No  | No  |
| Isolectin GS-IB4, biotinylated              | Vector Laboratories            | B-1205      | -       | 1:50     | No  | Yes |

AR: antigen retrieval, BSA: biotin signal amplification. \*This antibody was used in frozen sections.

**Table S7. List of secondary antibodies used in this study.**

| <b>Antibody</b>                         | <b>Manufacturer</b> | <b>Cat. number</b> | <b>Species</b> | <b>Dilution</b> |
|-----------------------------------------|---------------------|--------------------|----------------|-----------------|
| Anti-rat, AlexaFluor™ 488               | Invitrogen          | A11006             | Goat           | 1:400           |
| Anti-rat, AlexaFluor™ 546               | Invitrogen          | A11081             | Goat           | 1:400           |
| Anti-rat, AlexaFluor™ 633               | Invitrogen          | A21094             | Goat           | 1:400           |
| Anti-rabbit, AlexaFluor™ 488            | Invitrogen          | A21206             | Donkey         | 1:400           |
| Anti-rabbit, AlexaFluor™ 546            | Invitrogen          | A11035             | Goat           | 1:400           |
| Anti-rabbit, AlexaFluor™ 633            | Invitrogen          | A21070             | Goat           | 1:400           |
| Anti-goat, AlexaFluor™ 488              | Invitrogen          | A11055             | Donkey         | 1:400           |
| Anti-goat, AlexaFluor™ 633              | Invitrogen          | A21082             | Donkey         | 1:400           |
| Anti-mouse, AlexaFluor™ 488             | Invitrogen          | A21200             | Chicken        | 1:400           |
| Anti-mouse, AlexaFluor™ 546             | Invitrogen          | A11003             | Goat           | 1:400           |
| Biotin-SP-conjugated anti-Rabbit        | Jackson             | 711-065-152        | Donkey         | 1:400           |
| Biotin-SP-conjugated anti-Goat          | Jackson             | 715-065-147        | Donkey         | 1:400           |
| Biotin-SP-conjugated anti-Mouse         | Jackson             | 715-065-150        | Donkey         | 1:400           |
| Streptavidin, AlexaFluor™ 488 conjugate | Invitrogen          | S11223             | -              | 1:400           |
| Streptavidin, Cy™3 conjugate            | Jackson             | 016-160-084        | -              | 1:400           |
| Streptavidin, AlexaFluor™ 647 conjugate | Invitrogen          | S21374             | -              | 1:400           |

How the deposited data were processed for this re-analysis (not part of the article)

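RNA-Seq libraries of mGFP-sorted ECs from E15.5 hearts were analysed, with 3 libraries from *Control ΔEC* and 3 from *Wt1KO ΔEC* embryos of dams given tamoxifen at 75 mg/kg from E11.5 to E13.5. The authors made the libraries with SMART-seq2 and Nextera XT, aligned the reads to GRCm39 with STAR and quantified genes of GENCODE vM27 with RSEM, and the deposited values are RSEM's expected counts per gene, given as whole numbers without normalization. Genotype and replicate number were taken from the sample labels. The libraries held between 26037324 and 44779020 counts in total. A gene with no count in a library can still be present at up to the CPM that 3 counts make, which limits what can be said of genes at or under that floor, and such a gene's fold change is given as a lower bound.

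Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes with at least 10 counts in at least 2 libraries were kept. The comparison of *Wt1KO ΔEC* with *Control ΔEC* used TMM normalization and edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes kept, and DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change above 0.58. The paper's methods name DESeq2, which was one of the alternatives. Standard errors are the size of the fitted log2 fold change over the square root of its F statistic. Genes named are those the paper names in its text and figures, the genes of preset marker lists, the DEGs with the largest changes in either direction (up to 5 each) among those with a mean of at least 10 CPM and no overlap between the genotypes, and up to 5 DEGs on chromosome 2; *Eno1b*, *Rps7*, *Actr3*, *Rn18s*, *Cd59a* and the mitochondrial genes were singled out after their values were seen, and so were the remaining DEGs. Gene positions, exonic lengths and GC contents were taken from GENCODE vM39 on GRCm39, which covered 16238 of the genes tested.

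Lists of marker genes were compared between genotypes with limma's camera test on log2 CPM (prior count 2, preset correlation 0.01), adjusted over the 11 preset lists, which are the cardiomyocyte, dissociation response, endocardial, epicardial, erythroid, fibroblast, lymphatic endothelial, macrophage, mural cell, proliferation and ribosomal protein lists. *Apln* with the venous genes that the paper names, and its arterial genes, were tested in the same way, and a list of sex-linked genes was described per library. DEGs on chromosome 2 were counted against other chromosomes with Fisher's exact test, because *Wt1* lies there. Trends of log2 fold changes with exonic length and GC content were described by Spearman's rho across genes, which are not independent replicates.

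Alternatives to the processing were limma-voom and DESeq2 in place of edgeR, other normalizations (RLE size factors, upper-quartile normalization and library size only), other filters (none, edgeR's filterByExpr and at least 10 counts in every library), no fold change limit, an unadjusted p, the replicate number as a block, offsets for gene length and GC content (natural splines with 5 degrees of freedom), both of these together, and each library left out in turn; for the lists, limma's fry test and camera with an estimated correlation, for the levels of EC genes, CPM per kb of exonic length, and for chromosome 2, leaving out *Cwc22* and the models from *Gm13691* to *Gm13698* or keeping protein-coding genes only. These choices, the marker lists and the test of each result in the comparison of the genotypes were fixed before the data were examined; tests of explanations chosen later are named where they are reported. A fit without *Rn18s* and mitochondrially encoded genes, edgeR's likelihood ratio test and, for chromosome 2, counting the copies that share reads as 1 gene without *Wt1* were added after the data had been seen. The steps were tested on simulated data with 3 libraries per group, in which edgeR's quasi-likelihood test recovered 156 of 200 changed genes and made 12 false calls, DESeq2 recovered 173 of 200 changed genes and made 90 false calls, limma-voom 148 of 200 changed genes and made 6 false calls, and edgeR's likelihood ratio test 170 of 200 changed genes and made 60 false calls. The simulated counts were drawn with dispersions that edgeR estimated from these libraries, and only genes of at least 10 CPM were changed. The shares of false calls belong to that setting and are not estimates for the real libraries. GO enrichment and the overlap with genes that change during coronary development were not analysed here. The library identifiers run consecutively within each genotype and start with different letters in each, while neither the labels nor the paper's text name a batch, so a batch that follows the genotypes was not separable from them.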

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

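The tests of the ribosomal protein genes (of which the comparison with all genes replaced tests without *Rn18s* and with library size only, which were void), of a lower share of ECs, and of the spread among fibroblast, endocardial and lymphatic endothelial markers (a Q test of whether the log2 fold changes of a list share one value), the readings of *Npr3* and of the 5 lymphatic genes, and the choice of *Rn18s* were made only after the results were seen. Each result in this part is a rise in *Wt1KO ΔEC* in a list of genes, or in *Rn18s*, of which the paper names at most the genes counted below; it also reports an over-represented GO term for cytoplasmic translation. Each call of a list at an adjusted p under 0.05 in limma's camera test held under fry (adjusted p = 0.0378 for the lymphatic endothelial and 0.0176 for the other lists below) and none held with the correlation between genes estimated from the data (adjusted p = 0.184 for each). The labels name no library batch, although the library identifiers form a separate series in each genotype, and a batch that follows the genotypes is confounded with them for every result below.

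Endocardial markers had a median log2 fold change of 1.02 (adjusted p = 8.7e-08 from limma's camera test; 12 of 12 genes higher), and the mean over the list was higher in every *Wt1KO ΔEC* library than in every *Control ΔEC* library. The median ranged from 0.86 to 1.20 over the other methods, scalings, filters, offsets and blocks and the fits that each left out a library, where the median of all genes moved by at most 0.18 from 0. Of the 12 genes, 8 did not overlap between the genotypes (10% by chance), 1 (*Plvap*) was a DEG in edgeR and 7 in DESeq2, and 4 are named by the paper as changed; 8 had at least 10 CPM in *Control ΔEC*. The most abundant in *Control ΔEC*, *Nfatc1*, was at 184 CPM in *Control ΔEC* and 219 CPM in *Wt1KO ΔEC* (log2 fold change 0.25, standard error 0.23). Adjusted over the list alone, 9 of the 12 had an adjusted p under 0.05 in edgeR. With the offsets for gene length and GC content the median was 1.13 (adjusted p = 5.3e-08 in camera, between 5.1e-22 and 1.6e-05 over these alternatives), which argues against a length or GC trend as its whole cause. A larger share of endocardial cells among the sorted cells may raise all of these markers, as may higher expression in the same cells. The paper stained E15.5 reporter hearts with the same Cre and tamoxifen scheme and saw no mGFP in ventricular endocardium. That argues against many endocardial cells in the sort, although *Wt1* was not deleted in those hearts. *Npr3*, one of the markers, had a log2 fold change of 1.01 (standard error 0.39, adjusted p = 0.327 in edgeR) and its libraries overlapped between the genotypes. From these libraries alone a larger share and higher expression cannot be told apart, because both raise the list.

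Lymphatic endothelial markers had a median log2 fold change of 1.12 (adjusted p = 2.7e-04 from limma's camera test; 9 of 10 genes higher), with all *Wt1KO ΔEC* means over the list above those of *Control ΔEC*. Over the same alternatives the median ranged from 0.91 to 1.41. Of the 5 lymphatic genes *Prox1*, *Ccl21a*, *Lyve1*, *Flt4* and *Mmrn1*, 3 had every *Wt1KO ΔEC* library above every *Control ΔEC* library (*Prox1*, *Ccl21a* and *Mmrn1*; 5% of genes by chance). *Flt4*, the most abundant in *Control ΔEC*, was at 238 CPM in *Control ΔEC* and 264 CPM in *Wt1KO ΔEC*, and *Ccl21a* rose from 49.2 to 171 CPM. The level of *Ccl21a* is uncertain, because it can share reads with its copy *Gm13304*, which rose too. *Lyve1* was at 7.44 CPM in *Wt1KO ΔEC* replicate 3 and at 39.4 and 35.4 CPM in replicates 1 and 2. None of the 10 genes was a DEG in edgeR, 5 had an unadjusted p under 0.05, 4 an adjusted p under 0.05 adjusted over the list alone, and 4 were DEGs in DESeq2; 6 had at least 10 CPM in *Control ΔEC* and 2 are named by the paper as changed. More lymphatic ECs among the sorted cells and higher expression of these genes in the sorted cells may each give such values, and they cannot be told apart from 5 of 10 genes without overlap, since *Flt4* is high in *Control ΔEC* and can hide a small share.

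Fibroblast markers had a median log2 fold change of 0.88 (adjusted p = 3.9e-04 from limma's camera test; 10 of 12 genes higher), and the mean over the list was higher in every *Wt1KO ΔEC* library. The median ranged from 0.59 to 0.91 over the same alternatives, lowest without *Control ΔEC* replicate 2. Of the 12 genes, 8 did not overlap between the genotypes (10% by chance), 7 of them higher and *Dpt* lower, 4 are named by the paper as changed, and 9 had at least 10 CPM in *Control ΔEC*. *Col1a1* was a DEG in edgeR and 5 of the genes were DEGs in DESeq2; 6 had an adjusted p under 0.05 adjusted over the list alone. The genes with a mean of at least 10 CPM did not rise by one factor, with log2 fold changes from -0.16 (*Postn*, at 242 CPM in *Control ΔEC*) to 1.46 (Q test, p = 1.1e-08, which is a test across genes and not an exact test of libraries). More fibroblasts among the sorted cells may still account for part of the rise, since a high level in other sorted cells would hide a small share of fibroblasts in single genes such as *Postn*, and the spread therefore leaves it open beside higher expression in ECs; these cannot be told apart. A lower share of ECs in *Wt1KO ΔEC*, with other cell types in fixed proportion, would raise markers of every other cell type alike. Mural cell markers fell (median log2 fold change -1.01) while fibroblast markers rose, which argues against it as the cause of both. For the fibroblast markers alone it stays open. The mural cell list holds *Rgs5* and *Aoc3*, which the paper counts among genes lowered in ECs, so its fall need not reflect cell shares.

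Genes of the dissociation response, a list of early response and heat shock genes that rise when tissue is dissociated, had a median log2 fold change of 0.59 (adjusted p = 4.0e-05 from limma's camera test; 14 of 14 genes higher), and the mean over the list was higher in every *Wt1KO ΔEC* library. Over the same alternatives the median ranged from 0.45 to 0.63. Of the genes, 9 did not overlap between the genotypes (10% by chance), none was a DEG in edgeR, 8 had an unadjusted p under 0.05, 6 had an adjusted p under 0.05 adjusted over the list alone, and 3 were DEGs in DESeq2; 13 had at least 10 CPM in *Control ΔEC* and 1 is named by the paper as changed. *Fos*, for example, was at 223 ± 29.3 CPM in *Control ΔEC* and 364 ± 40.8 CPM in *Wt1KO ΔEC* (SD, n = 3 libraries). With the length and GC offsets the median was 0.49 and still past the threshold in camera (adjusted p = 9.1e-04; up to 9.8e-04 over the alternatives), so such a trend is not its whole cause. A difference in how the hearts of the genotypes were handled before sorting may raise these genes, and so may the genotype itself; handling is not recorded in the labels, and neither was tested.

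Ribosomal protein genes had a median log2 fold change of 0.48 (adjusted p = 1.8e-17 from limma's camera test; 86 of 94 genes higher), and 71 of the 94 genes did not overlap between the genotypes, against 10% by chance (69 of them higher and 2 lower); 2, *Rps29* and *Rpl37a*, are named by the paper as changed, and 89 had at least 10 CPM in *Control ΔEC*. *Rps29* was the only one that was a DEG in edgeR, 28 were DEGs in DESeq2, and 55 had an adjusted p under 0.05 adjusted over the list alone. The median ranged from 0.33 to 0.55 over the same alternatives. It was 0.466 with the offsets for gene length and GC content, which argues against bias by length or GC as its whole cause although these genes are short. A larger share of a few genes changes all others by the same factor, but the median of the list was above the median of all genes tested by 0.504 on the log2 scale, which argues against that explanation too. A library batch that follows the genotypes was not tested and stays open, as does an effect of the genotype.

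*Rn18s*, the gene of the 18S ribosomal RNA, was higher in every *Wt1KO ΔEC* library than in every *Control ΔEC* library (log2 fold change 0.875, standard error 0.13, adjusted p = 0.0650 in edgeR). It took 14.3%, 13.2% and 15.3% of the counts in *Control ΔEC* replicates 1, 2 and 3, and 26.5%, 23.0% and 21.1% in *Wt1KO ΔEC* replicates 1, 2 and 3. This RNA lacks a poly(A) tail, and its share may depend on how the cDNA was made; with *Rn18s* and the mitochondrially encoded genes left out, an alternative chosen after seeing the data, 12 genes were DEGs in edgeR, and these were the same genes as with them. A difference in library preparation and a biological difference between the genotypes cannot be told apart, because any batch of preparation is confounded with the genotype.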

How the results depend on the processing

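Among these tests, the edgeR likelihood ratio test, the fit without *Rn18s* and mitochondrial genes and the splits with DESeq2 were chosen only after the results were seen. *Wt1* was a DEG under every method, scaling, filter and leave-one-out fit tried, with log2 fold changes from -3.05 to -2.76 and adjusted p-values up to 0.0452. The number of DEGs moved far more. Against 12 in edgeR, DESeq2 gave 767 (349 higher and 418 lower), no filter on low counts 296 (125 higher and 171 lower), at least 10 counts in every library 113 (59 higher and 54 lower), an unadjusted p 1652 (680 higher and 972 lower), and the likelihood ratio test 432 (212 higher and 220 lower). Of the 12 DEGs, 10 were DEGs with at least 10 counts in every library, and all 12 were DEGs with DESeq2, no filter, an unadjusted p and the likelihood ratio test. With limma-voom 8 genes were DEGs, of which 1 was lower in *Wt1KO ΔEC*, and with library size only 11, of which 5 were higher; RLE size factors, filterByExpr, no fold change limit and the fit without *Rn18s* and mitochondrial genes gave 12 or 13, and upper-quartile normalization 11. The filters also change the number of genes tested, to 24536 with none and 11996 with at least 10 counts in every library, but the cause of these changes was not tested. On simulated data with 3 libraries per group, 90 of 263 calls by DESeq2 and 12 of 168 by edgeR's quasi-likelihood test were false. The simulated counts used dispersions that edgeR had estimated, and only genes of at least 10 CPM were changed. These shares therefore do not carry over to the 12 and 767 DEGs of the real libraries.

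With the replicate number as a block (replicate block), 5 genes (3 higher and 2 lower) were DEGs, and all were among the 12; with the length and GC offsets 8 (5 higher and 3 lower), and with both 5 (3 higher and 2 lower). Deviations from the genotype means of same-numbered libraries had correlations across genes of 0.0566, 0.00448 and 0.0201, against -0.0429 to 0.0250 for differently numbered ones. These correlations are weak, but with so few libraries they cannot exclude that the replicate numbers pair the libraries. The paper's methods say that embryos of both genotypes shared litters, without tying litters to replicate numbers. In the 6 fits that each left out a library, 2 to 37 genes were DEGs (1 to 11 higher and 1 to 26 lower), fewest without *Wt1KO ΔEC* replicate 3 and most without *Control ΔEC* replicate 3; each has 1 library fewer. Of the 10 splits of the 6 libraries into 3 against 3, 1, the real one, gave as many as 12 DEGs in edgeR (the others gave at most 1), and 1, the real one, as many as 767 in DESeq2 (the others gave 22 to 81); 10 splits cannot give a share under 0.1.

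The odds ratio for DEGs on chromosome 2 was 2.42 in edgeR (Fisher's exact test, two-sided, p = 0.232). It was 4.54 with library size only (exact p = 0.0462), 1.57 with no filter (0.0231), 1.97 with at least 10 counts in every library (0.0198) and 1.54 with the likelihood ratio test chosen after seeing the data (0.00749), and 0.684 (without *Control ΔEC* replicate 3) to 24.1 (without *Wt1KO ΔEC* replicate 1) with single libraries left out. It passed without *Wt1KO ΔEC* replicate 1 (exact p = 0.0168) and without *Control ΔEC* replicate 1 (12.1, exact p = 0.0315). Each of these calls rests on 2 DEGs on chromosome 2, *Wt1* included, and the other fits with a library left out did not pass. The cause was not tested for these fits. With the copies from *Gm13691* to *Gm13698* that share reads counted as 1 gene and *Wt1* left out as the targeted gene, which was chosen after seeing the data, the odds ratio in edgeR was 1.21 (exact p = 0.581), and among the methods, scalings and filters only at least 10 counts in every library passed (1.84, exact p = 0.0330). The correlation of log2 fold change with exonic length was -0.105 across genes, 8.6e-04 with no filter, -0.142 with filterByExpr, -0.231 with at least 10 counts in every library, -0.0320 with the offsets and -0.0471 with offsets and block. That with GC content was 0.107, -0.0166 with the offsets and -0.0182 with offsets and block. The offsets are built to remove both trends; for the filters, which change the genes tested, the cause was not tested.

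All preset lists that passed in camera, and the arterial genes, lost their call with the correlation estimated from the data, at unchanged median log2 fold changes. These were 0.59 (dissociation response), 1.02 (endocardial), 0.88 (fibroblast), 1.12 (lymphatic endothelial), -1.01 (mural cell) and 0.48 (ribosomal protein), with adjusted p = 0.184 for each in limma. They were 1.02 for epicardial (adjusted p = 0.240), -0.90 for macrophage (adjusted p = 0.396) and -0.35 for arterial markers of the study. The venous genes stayed under 0.05 only at a p not adjusted over lists (0.0492). So did the endocardial and dissociation response lists (unadjusted p = 0.0359 and 0.0404). The cause was not tested. Under fry, epicardial (1.02) and macrophage markers (-0.90) did not pass; the cause was not tested. With single libraries left out, the median ranged from 0.79 to 1.29 for epicardial markers (not past the threshold without *Control ΔEC* replicate 2 or 3), from -1.08 to -0.32 for macrophage markers (not past it without *Control ΔEC* replicate 2), from -0.00324 to 0.55 for cardiomyocyte markers (lowest without *Wt1KO ΔEC* replicate 3, highest and past it without *Wt1KO ΔEC* replicate 2; -0.0167 with library size only), from -0.59 to 0.0450 for erythroid markers (highest without *Control ΔEC* replicate 2) and from -0.11 to 0.15 for proliferation markers (lowest without *Control ΔEC* replicate 2), so that the directions of the last 3 changed. The other lists, venous genes included, kept their direction and side of the threshold in these fits and under the other methods, scalings and filters.

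Of the comparisons of single genes with an alternative, 2370 kept direction and call, 367 gained a call, 73 lost it and 34 changed direction. With library size only, the log2 fold change was -0.0162 for *Hey1*, -0.0764 for *Fabp4*, -0.11 for *Col4a1* and -0.0864 for *Cdh5*, in step with the shift of the median of all genes by that scaling. It was 0.0512 for *Cldn5* with limma-voom; 0.00483 for *Icam2* and 0.00480 for *Cldn5* with upper-quartile normalization. The replicate block gave 0.12 for *Slc45a4* and 0.0493 for *Cldn5*. With the offsets it was -0.0761 for *Col4a1* and -0.0341 for *Cdh5*, and with offsets and block -0.0471 for *Col4a1* and 0.0921 for *Slc45a4*. Leaving out single libraries gave -0.23 to 0.36 for *Cldn5*, -0.11 to 0.31 for *Cdh5*, -0.34 to 0.0364 for *Col18a1*, -0.11 to 0.29 for *Col4a1*, -0.31 to 0.0154 for *Dll4*, -0.21 to 0.26 for *Fabp4*, -0.63 to 0.0477 for *Gja4*, -0.38 to 0.0129 for *Gpc4*, -0.0405 to 0.26 for *Hey1*, -0.18 to 0.0808 for *Icam2*, -0.16 to 0.0466 for *Pecam1* and -0.37 to 0.55 for *Slc45a4*. Their direction changed without *Control ΔEC* replicate 1 for *Cldn5*, *Gpc4* and *Icam2*, without *Control ΔEC* replicate 3 for *Pecam1* and without *Control ΔEC* replicate 2 for the others, and for some of them without other libraries too; the cause was not tested. Genes with few counts are limited by the depth, so that for *Lif*, *Irx6*, *Egfl6* and *Lama1* only a lower bound of the rise is known. The median rank of the 7 EC genes moved by less than their spread with CPM per kb and with each *Control ΔEC* library left out (93.0 to 110, against 114).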

Differences from the paper's values

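No test in this part was chosen only after the result was seen, apart from the edgeR likelihood ratio test. The paper reports 766 DEGs, 349 upregulated and 417 downregulated, and edgeR's quasi-likelihood test gave 12, with 8 higher and 4 lower. With DESeq2, which the paper's methods name, the counts were 767, 349 and 418; none of the other alternatives set before the data were examined came within 1.5 times of the paper's values, and the likelihood ratio test chosen after seeing the values gave 432, 212 and 220.

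In Fig. S5D and Fig. S5E the paper prints adjusted p-values, read by eye here, which edgeR's did not match. In Fig. S5D, edgeR's adjusted p was 0.267 for *Lif* against the paper's about 0.018 (DESeq2: 0.0176), 0.209 for *Irx6* against the paper's about 0.0032 (DESeq2: 0.00317), 0.220 for *Lama1* against the paper's about 0.0072 (DESeq2: 0.00719), 0.245 for *Sox9* against the paper's about 0.03 (DESeq2: 0.0303) and 0.120 for *Gata4* against the paper's about 0.00047 (DESeq2: 4.6e-04). As the negative log10 of the adjusted p, it was 0.991 for *Vcam1* against the paper's about 5.9 (DESeq2: 5.85) and 2.50 for *Plvap* against the paper's about 33 (DESeq2: 32.9) in the same figure. In Fig. S5E, edgeR's adjusted p was 0.199 for *Jag2* against the paper's about 0.01 (DESeq2: 0.0106), 0.163 for *Rgs5* against the paper's about 0.021 (DESeq2: 0.02099), 0.220 for *Meox2* against the paper's about 0.026 (DESeq2: 0.0261) and 0.114 for *Apln* against the paper's about 0.00049 (DESeq2: 4.9e-04), and its negative log10 was 1.69 for *Aoc3* against the paper's about 19 (DESeq2: 18.9) and 0.853 for *Igfbp7* against the paper's about 5.0 (DESeq2: 3.43). DESeq2 came within 1.5 times of the paper's adjusted p for all of these genes but *Igfbp7*, and none of the other alternatives set before the data were examined did so for any of them. For *Igfbp7* none closed the gap, where DESeq2 gave an adjusted p of 3.7e-04, no filter on low counts 7.3e-04, at least 10 counts in every library 0.0360 and the likelihood ratio test chosen after seeing the values 0.00132, and these made it a DEG, as did an unadjusted p. DESeq2 gave an adjusted p of 9.4e-06 for *Igfbp5* (up to 0.381 over its alternatives), and whether this bears on the value printed for *Igfbp7* was not determined.

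The paper gives *Notch4* as downregulated, and it was a DEG neither in edgeR nor in DESeq2; it passed without *Control ΔEC* replicate 3 (log2 fold change -1.48, adjusted p = 0.0306 in edgeR, against adjusted p-values up to 0.611 over its alternatives) and at an unadjusted p. *Sema6d* and *Cd109*, given as downregulated too, had log2 fold changes of -0.48 and -0.57, inside the limit of 0.58, and were DEGs under none of the settings. Of the 65 genes that the paper's text, the labels of Fig. 4B and the plots of Fig. S6 give as changed, 5 were DEGs in edgeR. This count was 62 in DESeq2, 63 at an unadjusted p, 45 with the likelihood ratio test chosen after seeing the values, 38 with no filter on low counts, 22 with at least 10 counts in every library, 8 without *Control ΔEC* replicate 2 and at most 5 under every other setting.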

Other observations

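The tests of mural cell markers (Q test), of mitochondrial transcripts, of *Pamr1* and of summed gene copies were chosen only after the results were seen; those of the copies replaced a comparison with the parent gene's own fold change (0.19 for *Rps7* and -0.26 for *Actr3*), which could not exclude reads moving between copies. Mural cell markers had a median log2 fold change of -1.01 (adjusted p = 1.5e-05 from limma's camera test; 13 of 15 genes lower), and 0.0216 under fry. The median ranged from -1.25 to -0.42 over the other methods, scalings, filters, offsets and blocks and the fits that each left out a library; without *Control ΔEC* replicate 3 it was -0.50. Of the 15 genes, 7 did not overlap between the genotypes (10% by chance), 3 are named by the paper as changed and 7 had at least 10 CPM in *Control ΔEC*; the most abundant, *Abcc9*, was at 263 CPM in *Control ΔEC* and 197 CPM in *Wt1KO ΔEC*. The gene of the list at or under the floor in *Wt1KO ΔEC*, taken at its bound, leaves the median at -1.01. Those with a mean of at least 10 CPM fell by unequal factors, with log2 fold changes from -2.50 to -0.04 (Q test, p = 1.3e-04, a test across genes and not an exact test of libraries). Fewer mural cells among the sorted cells may account for part of this fall, since any level of these genes in ECs would bound how far each can fall, and lower expression in the sorted ECs may too; these cannot be told apart.

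Epicardial markers had a median log2 fold change of 1.02 (adjusted p = 0.0114 from limma's camera test; 6 of 8 genes higher), macrophage markers a median log2 fold change of -0.90 (adjusted p = 0.00459 from limma's camera test; 0 of 10 genes higher), cardiomyocyte markers a median log2 fold change of 0.21 (adjusted p = 0.299 from limma's camera test; 10 of 11 genes higher) and erythroid markers a median log2 fold change of -0.36 (adjusted p = 0.694 from limma's camera test; 3 of 8 genes higher). No gene of these lists was a DEG in edgeR, and 2, 4, 0 and 4 had an unadjusted p under 0.05. Of their genes, 1, 9, 5 and 7 had at least 10 CPM in *Control ΔEC*, and the paper names none as changed; no gene is on more than 1 of the lists. The most abundant genes in *Control ΔEC* were *Clu* at 30.7 CPM, *Csf1r* at 194 CPM, *Actc1* at 93.9 CPM and *Hba-a1* at 3548 CPM. Without *Control ΔEC* replicate 2 the median of the macrophage markers was -0.32, and that of the erythroid markers 0.05.

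Log2 fold changes had a Spearman correlation of -0.105 with exonic length across genes, which are not independent replicates. Single libraries compared with the others of their genotype gave -0.0851 to 0.0649, so the trend between genotypes was little larger than those within them, and whether it comes from the libraries or from the genotype cannot be told apart, since any library batch is confounded with genotype.

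DNA of the strain in which the floxed *Wt1* allele was made may lie next to the allele and differ in expression from that of *Control ΔEC*. DESeq2 called 66 DEGs on chromosome 2, 8.64% of its DEGs against 7.69% of its genes (Fisher's exact test, two-sided, p = 0.329). The odds ratio passed under other filters, scaling and test and in some fits with a library left out, so whether such DNA gives DEGs along the chromosome as a whole cannot be told from these fits. Close to *Wt1* it stays open too: of the 47 genes tested within 5 Mb, 3 were DEGs in DESeq2 (*Wt1*, *Pamr1* and *Cd59a*) and 2 in edgeR (*Wt1* and *Pamr1*), and the 10 Mb window of both was the only one of chromosome 2 past the threshold in edgeR (exact adjusted p = 0.0100). That call rests on 2 DEGs, of which *Wt1* is the targeted gene, and in DESeq2 the same window did not pass (3 DEGs of 48 genes, exact adjusted p = 0.912). For *Pamr1*, linked DNA and an effect of the loss of *Wt1* cannot be told apart, because the linked DNA goes with the genotype.

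Reads of gene copies may be assigned to the wrong copy. The summed CPM of *Eno1* and *Eno1b* rose with a log2 ratio of 0.83, and each *Wt1KO ΔEC* library lay above each *Control ΔEC* library, which argues against reads moved between the pair as the whole cause of the rise of *Eno1*; part of it stays open, as *Eno1b* changed by -0.33 (standard error 0.16). For *Rps7-ps3* and *Rps7* the log2 ratio of the sum was 0.57 (318 ± 52.9 CPM in *Control ΔEC* and 474 ± 35.6 CPM in *Wt1KO ΔEC*; SD, n = 3), which cannot be told apart from the rise of ribosomal protein genes as a whole. For *Actr3-ps* and *Actr3* it was -0.21 with overlap between the genotypes, and since *Actr3* makes up most of the sum, reads moved between them cannot be told apart from a change in *Actr3-ps*. Pseudogenes were 2 of 12 DEGs in edgeR and 5.47% of the genes tested (Fisher's exact test, two-sided, p = 0.137), and 34 of the DEGs in DESeq2 (exact p = 0.498).

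Mitochondrially encoded genes took 6.08 ± 0.755% of the counts in *Control ΔEC* and 3.01 ± 1.46% in *Wt1KO ΔEC* (SD, n = 3 libraries). The 13 protein-coding ones had a median log2 fold change of -0.96, with 10 lower and 3 higher in *Wt1KO ΔEC*. Of these, 8 did not overlap between the genotypes (10% by chance), of which 7 were lower and *mt-Nd4l* higher (log2 fold change 2.35, standard error 1.95); *mt-Atp8* and *mt-Nd3* were higher too, by 0.58 and 0.40, with overlap. The larger share of *Rn18s* in *Wt1KO ΔEC* lowers the share of every other gene by a log2 change of -0.165, far less than this fall, which argues against it as the whole cause. A difference in library preparation, confounded with genotype, and a biological difference stay open and were not tested.

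*Xist* was at 662, 0 and 717 CPM in *Control ΔEC* and 314, 3.71 and 491 CPM in *Wt1KO ΔEC* replicates 1, 2 and 3. The Y-linked gene *Ddx3y* was at 0, 74.3 and 0 CPM in *Control ΔEC* and 0, 91.8 and 0 CPM in *Wt1KO ΔEC* replicates 1, 2 and 3, *Eif2s3y* at 0, 30.2 and 0 CPM in *Control ΔEC* and 0, 21.4 and 0 CPM in *Wt1KO ΔEC* replicates 1, 2 and 3, *Kdm5d* at 0, 13.3 and 0 CPM in *Control ΔEC* and 0, 14.3 and 0 CPM in *Wt1KO ΔEC* replicates 1, 2 and 3 and *Uty* at 0, 20.9 and 0 CPM in *Control ΔEC* and 0, 13.2 and 0 CPM in *Wt1KO ΔEC* replicates 1, 2 and 3. No fit used these values, but the fit with the replicate number as a block (replicate block), in which 5 genes were DEGs against 12, also sets replicate 2 of both genotypes apart from replicates 1 and 3.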
